# INRI-seq enables global cell-free analysis of translation initiation and off-target effects of antisense inhibitors

**DOI:** 10.1093/nar/gkac838

**Published:** 2022-10-14

**Authors:** Jens Hör, Jakob Jung, Svetlana Ðurica-Mitić, Lars Barquist, Jörg Vogel

## Abstract

Ribosome profiling (Ribo-seq) is a powerful method for the transcriptome-wide assessment of protein synthesis rates and the study of translational control mechanisms. Yet, Ribo-seq also has limitations. These include difficulties with the analysis of translation-modulating molecules such as antibiotics, which are often toxic or challenging to deliver into living cells. Here, we have developed *in vitro* Ribo-seq (INRI-seq), a cell-free method to analyze the translational landscape of a fully customizable synthetic transcriptome. Using *Escherichia coli* as an example, we show how INRI-seq can be used to analyze the translation initiation sites of a transcriptome of interest. We also study the global impact of direct translation inhibition by antisense peptide nucleic acid (PNA) to analyze PNA off-target effects. Overall, INRI-seq presents a scalable, sensitive method to study translation initiation in a transcriptome-wide manner without the potentially confounding effects of extracting ribosomes from living cells.

## INTRODUCTION

Protein synthesis is one of the most energy-consuming processes in living cells, making its precise regulation a crucial matter of cellular economy (1,2). While mRNA levels determined by RNA-sequencing (RNA-seq) are often used as a proxy for protein synthesis in global gene expression analysis (3), final protein abundance does not always correlate with mRNA levels (4–7). This is due to a multitude of regulatory mechanisms, for example, direct control of the translational machinery (1) and post-transcriptional control of mRNAs by base-pairing small RNAs (sRNAs) (8) or intrinsic mRNA structure (9).

Over the past decade, ribosome profiling (Ribo-seq) has become a primary method to more directly measure protein synthesis in a transcriptome-wide manner (10–12). Ribo-seq is based on RNA-seq analysis of ribosome-protected fragments (RPFs), which are ribosome-bound mRNA fragments that survive nuclease treatment after cell lysis because they are covered and protected by translating ribosomes (13–15). In *Escherichia coli*, RPFs typically are 15–45 nt in length (16). Since each RPF represents the position of one ribosome, their sum not only reveals which mRNAs but also which parts of the coding sequence (CDS) of these mRNAs were being translated at the point of sampling. Thus, Ribo-seq can map the landscape of actively translating ribosomes *in vivo* to provide global information about translational pausing (16), stalling (17) and start site usage (18–20), as well as an estimate of protein copy numbers (6).

While Ribo-seq has greatly advanced the study of translation-related processes, the method has not been without limitations. Coverage of weakly expressed genes remains challenging, preventing many genes from being detected in common study designs. This includes certain gene classes with notoriously low expression under standard growth conditions, such as toxins whose expression is only triggered by specific stresses that lead to cell death or inhibition of growth (21). Similarly, Ribo-seq of microbes from important ecological habitats such as the human gut (22) remains difficult since many of them cannot be cultured in the laboratory, though recent efforts have started to tackle this challenge (7).

On the mechanistic level, Ribo-seq-based studies of molecules affecting translation can be hampered by cellular responses. For instance, the antibiotic retapamulin (RET) acts right after translation initiation when the ribosome is still at the start codon, which has enabled the global annotation of translation initiation sites (TISs) in *Escherichia coli* (18,23). However, this study required genetic inactivation of the ABC transporter TolC to prevent export of the antibiotic prior to it exerting its effect. While this was possible in *E. coli*, a lack of either genetic tools or knowledge of transporters would preclude similar studies in many other organisms. Lastly, since Ribo-seq is performed on living cells, it can be difficult to dissect direct and indirect effects on translation. This is exemplified by antisense antibiotics (24–26), whose import via carrier peptides broadly affects gene expression in addition to the desired antisense inhibition of the targeted gene of interest (27,28).

To overcome some of these limitations, we have developed *in vitro* Ribo-seq (INRI-seq) for the global study of translation in a cell-free manner. INRI-seq uses the commercially available PURExpress *in vitro* translation system combined with an *in vitro*-synthesized, fully customizable transcriptome for better control of individual mRNA levels. INRI-seq obviates the need for translation-modulating compounds to traverse cellular membranes and the extraction of ribosomes from a large number of living cells. As proof of concept, we apply INRI-seq to a synthetic *E. coli* transcriptome and show that the method faithfully validates known TISs and can be used to predict new TISs. In addition, we use the system to study the fidelity of translational inhibition by antisense peptide nucleic acid (PNA), demonstrating on-target specificity and defining base-pairing criteria that influence the off-target effects of these short antisense oligomers. INRI-seq bears great potential as a scalable alternate method to study translation control mechanisms and translation-modulating compounds in other organisms and organismal communities, including eukaryotes.

## MATERIALS AND METHODS

### Design and synthesis of the synthetic transcriptome

To obtain a synthetic variant of the *E. coli* MG1655 transcriptome containing the first 51 codons of each gene, a pool of single-stranded DNA oligonucleotides was designed by extracting the sequence of the first 153 nt of each annotated open reading frame (start codon + 50 codons). At the 5′ end, 30 nt upstream of each start codon was added as 5′ UTR and extended by addition of a T7 RNA polymerase promoter (GTTTTTTTTAATACGACTCACTATAGGG). At the 3′ end, a TAA stop codon was added and extended by the first 28 nt of the 3′ UTR of *E. coli hns* (TCTTTTGTAGATTGCACTTGCTTAAAAT). The final pool of 4386 DNA oligonucleotides (JVOpool-001) was ordered from Integrated DNA Technologies at a scale of 1 pmol/oligo and is listed in Supplementary Table S6.

Using the KAPA HiFi HotStart PCR kit (Roche), double-stranded DNA was generated from JVOpool-001. Per 50 μl of PCR reaction, 20 ng of JVOpool-001, 10 μl HF buffer, 1 μl dNTPs, 1 μl DNA polymerase and 2 μl each of the oligos JVO-18582 and JVO-18583 (10 μM each) were used. The PCR was run with the following protocol: 95°C for 3 min; 10 cycles of 95°C for 20 s followed by 60°C for 20 s and 72°C for 15 s; 72°C for 2 min. A total of 400 μl of this PCR was run and purified using column-based clean-up (Macherey-Nagel).

The RNA of the synthetic transcriptome was obtained by *in vitro* transcription of 500 ng each of the double-stranded DNA pool in two 40 μl reactions using the MEGAscript T7 transcription kit (Thermo Fisher) according to the manufacturer's instructions, except that the reactions were performed overnight. The next day, the reactions were treated with 2 μl each of TURBO DNase (Thermo Fisher) at 37°C for 15 min. The RNA was denatured by addition of 40 μl of 2 × GLII loading buffer (95% formamide, 18 mM EDTA, pH 8, 0.02% (w/v) SDS, 0.025% (w/v) bromophenol blue, 0.025% (w/v) xylene cyanol) and incubation at 95°C for 5 min, then placed on ice. To purify the RNA, it was separated by 6% denaturing PAGE with 7 M urea in 1 × TBE, stained with EtBr, cut from the gel and eluted with 750 μl RNA elution buffer (0.1 M NaOAc, pH 5.4, 0.1% (w/v) SDS, 10 mM EDTA, pH 8) at 4°C overnight. The next day, the RNA-containing supernatant was mixed with 800 μl acidic phenol-chloroform-isoamylalcohol and centrifuged at 4°C for 15 min. The aqueous phase was collected, split into two tubes and precipitated with 1 ml each of ice-cold EtOH. Following precipitation at −20°C for at least 1 h, the samples were centrifuged at 4°C for at least 30 min, the supernatants discarded, the pellets washed with 400 μl ice-cold 70% EtOH and centrifuged again at 4°C for 15 min. Finally, the supernatants were discarded and the pellets were dried at room temperature for 5 min and resuspended in 25 μl water. The resuspended pellets were pooled into one tube to obtain the final synthetic transcriptome. RNA purity and integrity were tested by denaturing urea PAGE.

### *In vitro* Ribo-seq (INRI-seq)

To globally investigate translation *in vitro*, the PURExpress *In Vitro* Protein Synthesis Kit (New England Biolabs) was used to translate the synthetic transcriptome described above. To denature the synthetic transcriptome, it was incubated at 95°C for 2 min, then placed on ice. For each sample, a 25 μl reaction containing 10 μl solution A (PURExpress), 7.5 μl solution B (PURExpress), 5 μl water and 2.5 μl of the denatured synthetic transcriptome (stock concentration 10 μM; final concentration 1 μM) was incubated at 37°C for 15 min in order to allow the ribosomes to start unhindered translation. Then, 1.25 μl of retapamulin (stock concentration 100 μg/ml in DMSO; final concentration 5 μg/ml) was added to block translation and the incubation continued at 37°C for 30 min. To stop the reaction, 175 μl of ice-cold stop buffer (20 mM Tris–HCl, pH 8, 100 mM NH_4_Cl, 10 mM MgCl_2_, 5 mM CaCl_2_, 1 mM DTT, 0.4% Triton X-100, 0.1% NP-40, 200 U/ml RNase-inhibitor, 5 μg/ml retapamulin) was added and the reaction put on ice.

When the effect of PNAs on translation was investigated, the same protocol was followed with the following exceptions: The PNA stock solutions (10× the concentrations of the respective final concentrations) were incubated at 55°C for 5 min. Then, 2.5 μl of the PNA stock solution and 2.5 μl water were added to 2.5 μl of the denatured synthetic transcriptome and the mixture annealed at 37°C for 5 min, then placed on ice. The resulting 7.5 μl were then mixed with 10 μl solution A and 7.5 μl solution B and the translation carried out as above.

RPFs were generated by addition of 1.4 μl of MNase (420 U in total; Thermo Fisher) and incubation at 25°C for 1 h. The reaction was quenched with 2 μl of 0.5 M EGTA, pH 8 and placed on ice. To isolate 70S monosomes containing the desired RPFs, 185 μl of the sample was loaded on a 10–55% sucrose gradient (20 mM Tris–HCl, pH 7.5, 100 mM NH_4_Cl, 10 mM MgCl_2_, 5 mM CaCl_2_, 1 mM DTT) formed in an open-top polyclear ultracentrifugation tube (Seton Scientific). The gradient was centrifuged at 4°C and 35 000 rpm for 2.5 h using an SW 40 Ti rotor (Beckman Coulter). Afterward, the 70S monosome fraction (∼1 ml) was collected using a Biocomp Model 153 gradient station and snap-frozen in liquid N_2_.

The frozen monosome fraction was thawed on ice and split into two tubes. To each tube, 800 μl of acidic phenol-chloroform-isoamylalcohol was added, the samples vortexed for 15 s and then centrifuged at 4°C for 15 min. The aqueous phases were collected and precipitated by addition of 1 μl GlycoBlue (Thermo Fisher) and 1.4 ml of ice-cold precipitation mix (30:1 EtOH:3 M NaOAc, pH 6.5) at −20°C for at least 1 h. The samples were centrifuged at 4°C for at least 30 min, the supernatants discarded, the pellets washed with 400 μl ice-cold 70% EtOH and centrifuged again at 4°C for 15 min. Finally, the supernatants were discarded and the pellets were dried at room temperature for 5 min and one pellet resuspended in 25 μl water. The solution was then transferred to the other tube to resuspend the corresponding second pellet.

30 μl of 2× GLII loading buffer were added and the sample denatured at 95°C for 5 min, then placed on ice. As ladder, 10 μl of microRNA Marker (New England Biolabs) were mixed with 2.5 μl Low Range ssRNA Ladder (New England Biolabs), 25 μl 2× GLII loading buffer and 22.5 μl water and then denatured like the sample. The RNA samples containing the RPFs and the ladder were separated by 15% denaturing PAGE with 7 M urea in 1× TBE. The RPFs were visualized by staining the gel with SybrGold (Thermo Fisher) and cut from the gel in the range of 15–45 nt. Gel extraction was performed as described above, except that 1 μl GlycoBlue was added during ethanol precipitation. Finally, the pellets were dried at room temperature for 5 min and one pellet resuspended in 25 μl water. The solution was then transferred to the other tube to resuspend the corresponding second pellet.

### cDNA library preparation

The purified RPFs were subjected to library preparation for next-generation sequencing (vertis Biotechnologie). The RNA 5′ ends were phosphorylated with T4 polynucleotide kinase (New England Biolabs). Adapters were ligated to the 5′ and 3′ ends of the RNA and first-strand cDNA synthesis was performed using M-MLV reverse transcriptase. The cDNA was then amplified using a high fidelity DNA polymerase and purified with Agencourt AMPure XP beads (Beckman Coulter). The cDNA samples were pooled in equimolar amounts and the rDNA within the pool was depleted targeting 24 unique sequences (Supplementary Table S1) using a CRISPR-Cas9 protocol similar to DASH (29). The final pool was subjected to sequencing on an Illumina NextSeq 500 system using 75 nt single-end read length.

### Quantification of INRI-seq data

Reads of the INRI-seq experiments were preprocessed and mapped against the oligo pool using tools from the BBtools suite (https://sourceforge.net/projects/bbmap/). To remove sequencing adapters from raw reads and low-quality bases (Phred quality score <10), BBduk was used. The resulting reads were mapped against the oligo pool using BBMap (v38.79). Aligned reads were then assigned genes and quantified using the featureCounts (v2.0.1) method of the Subread package (30).

To facilitate the visualization of the 3′ ends of reads in coverage plots, wiggle files were created with the bamCoverage (v.3.4.3) tool from the deepTools package (31). Here, the counts per million (CPM) normalization option was used to normalize for read depth per library. To get exact positional information on the ribosome position, only the last base of the 3′ end of each aligned read was profiled using the -Offset option of bamCoverage. The resulting coverages of the wiggle files were then visualized using integrative genomics viewer (IGV) (32) and used for the identification of translation initiation sites.

### Analysis of translation inhibition by PNA

R packages from the tidyverse-suite and edgeR (v3.30.0) were used to analyze the *in vitro* translation of the oligo pool (33,34). A raw count table of quantified reads was imported into the edgeR environment. Oligos with <4.21 CPM were removed. This cutoff was calculated by dividing 10/L, where L is the minimum library size in millions, as proposed by Chen *et al.* (35). Next, read counts were normalized with edgeR’s trimmed mean of M values normalization method (36). Differential translation was measured by first estimating the quasi-likelihood dispersions with the glmFit function and then comparing conditions with the glmQLFTest function. Transcripts with false discovery rate-adjusted (37) *P*-values <0.001 and log_2_ fold changes >1 were considered to be differentially translated. In order to screen for possible off-targets of the *acpP*-PNA in the oligo-pool, the PNA sequence was mapped against the whole oligo pool using SeqMap, accepting alignments with up to one mismatch (38).

### Metagene analysis

3′ End-aligned INRI-seq data was compared to an *in vivo* ribosome profiling dataset of *E. coli* pre-treated with retapamulin (18). The raw coverage files were downloaded from GEO: GSE122129 and adjusted manually so that both datasets show the 3′ end of ribosomal footprints. To generate metagene plots of Figure 2A and Supplementary Figure S2F, footprints from −10 to +55 and from −30 to +180 relative to the start codon were extracted, respectively. The footprints were then normalized against the total read depth of these reads. Then plots were created using functions of the R packages ggplot2 and the dplyr (34).

### Computational analysis of translation initiation sites

To identify annotated TISs, an algorithm was implemented using custom python scripts. The algorithm scans through each of the oligo sequences base by base and looks for peaks. For annotated TISs, it searches for peaks in the region of 15 nt (±3 nt) inside the CDS, because that is where the 3′ end of the reads is located during translation initiation, when a ribosome is attached (39). If a peak was identified (CPM normalized depth >5) in at least two replicates, it was considered a TIS in the INRI-seq dataset (Supplementary Figure S6A, Supplementary Table S2).

In addition to the confirmation of annotated TISs, *in vivo* retapamulin-treated ribosome profiling had been used previously to search for alternative TISs, which do not coincide with annotated start codons (18). Custom python scripts were run to find alternative TISs and to compare them to the *in vivo* data (Supplementary Figure S6B). Each oligo was screened for peaks with >5 CPM outside its annotated TIS. Only peaks with a relative density (reads of peak divided by the total reads for the respective oligo) > 10% were considered. Additionally, only peaks with a start codon (ATG, TTG, GTG, CTG, ATC and ATT) 15 nt (±3 nt) upstream of the peak were considered. To prevent the identification of more than one alternative TIS for the same site, peaks in close proximity (up to 5 nt in distance) were merged and the highest respective peak was selected. Next, the reading frame of the alternative TIS relative to the annotated reading frame was noted and a stop codon downstream of the alternative TIS was searched for, designating the alternative TIS as in-frame or out-of-frame. Finally, the *in vivo* Ribo-RET data (18) was searched for the alternative TIS using the same settings.

### Start codon analysis

The upstream sequences (37 nt upstream) from our identified TIS peaks were screened for potential start codons (ATG, GTG, TTG, CTG, ATC, ATT), Shine-Dalgarno (SD) motifs (AGG, GGA) and A-rich (AAA) motifs by counting these motifs using a custom R script. Then the frequency of occurrence was visualized as log_2_ counts for annotated TISs detected by INRI-seq, annotated TISs not detected by INRI-seq, alternative TISs detected by INRI-seq, and peaks without called TIS in Supplementary Figure S3A–D using the ComplexHeatmap R package (v4.2) (40).

Additionally, the compositions of start codons were compared between annotated TISs and alternative TISs for both INRI-Seq and Ribo-RET. For this, the abundances of start codons were divided by the total number of the respective TIS type and visualized as percentages (Supplementary Figure S3G).

### Prediction of RNA secondary structure

To investigate the strength of secondary structures of our mRNAs around their TISs, regions between −30 and +15 relative to the start codon were extracted and the minimum free energy (MFE) was predicted using RNAfold (v2.4.14) (41). As control, RNA sequences of the same length were generated using the dinucleotide content of the *E. coli* genome. Shuffling was done with the esl-shuffle command of the HMMER suite (v3.3.2) (42). Resulting MFE predictions were then plotted in combined beeswarm and boxplots (Figures S2G and S3E). Wilcoxon signed rank tests were applied to test for significant differences between categories.

### *In vitro* translation followed by western blotting

The *acpP*::*gfp* fusion transcript was obtained as previously described (43). *E. coli* genomic DNA was PCR amplified with JVO-18305 and JVO-18306 (Supplementary Table S7) and cut with NheI and NsiI. Plasmid pXG-10 (43) was also cut with NheI and NsiI and ligated with the *acpP* insert. After transformation and plasmid isolation, the plasmid containing the *acpP*::*gfp* fusion template was PCR amplified with JVO-18200 and revSF to obtain the dsDNA for *in vitro* transcription. After *in vitro* transcription and purification as described above, *in vitro* translation of the *acpP*::*gfp* fusion transcript was carried out as for INRI-seq with the following exceptions: Translation reaction volumes were scaled down to a total of 10 μl, the final transcript concentration was 100 nM, no RET was added to the reactions and translation was carried out for 2 h. After the incubation, 2.5 μl of 5× protein loading buffer (300 mM Tris–HCl, pH 6.8, 50% (v/v) glycerol, 10% (w/v) SDS, 500 mM DTT, 0.05% (w/v) bromophenol blue) was added and the samples incubated at 95°C for 2 min and placed at room temperature. The samples were then separated by 12% SDS-PAGE followed by blotting onto a PVDF membrane (GE Healthcare). The membrane was stained with Ponceau S (Sigma-Aldrich) as loading control and incubated with a mouse α-GFP antibody (Roche). An HRP-coupled goat α-mouse antibody (Thermo Fisher) was finally used to develop the blot.

## RESULTS

### Design and workflow of INRI-seq

To obtain a synthetic transcriptome for INRI-seq, we designed a single-stranded DNA oligonucleotide pool consisting of 4386 unique oligonucleotides covering all annotated CDSs of *E. coli* K-12 MG1655 (NC_000913.3). For each CDS, we included the natural, *i.e*. annotated, start codon (generally ATG, GTG or TTG) followed by the first 150 nt of the open reading frame (ORF) (Figure 1). We also included the ribosome binding site by addition of 30 nt of the respective 5′ untranslated region (UTR), which is the average length of 5′ UTRs in *E. coli* (44). At the 3′ end, we added a strong TAA stop codon (45) and the 3′ UTR of the *E. coli hns* gene for uniform termination of translation. Importantly, this 3′ UTR doubled as primer binding site to generate a double-stranded DNA (dsDNA) pool. Finally, a T7 RNA polymerase promoter was added to the 5′ end of each oligonucleotide to facilitate *in vitro* transcription, while at the same time representing the second primer binding site for pool amplification. The sequence in between the flanking regions (T7 promoter and 3′ UTR) is completely flexible, and can be replaced with the sequence of any gene of interest. In sum, each oligonucleotide in the pool was 242 nt long (Figure 1), which is below the 250 nt limit for oligonucleotide pool production offered by some companies. Furthermore, the included 52 codons should allow all the steps of translation (initiation, elongation, and termination) to occur in close-to-natural manner.

**Figure 1.**
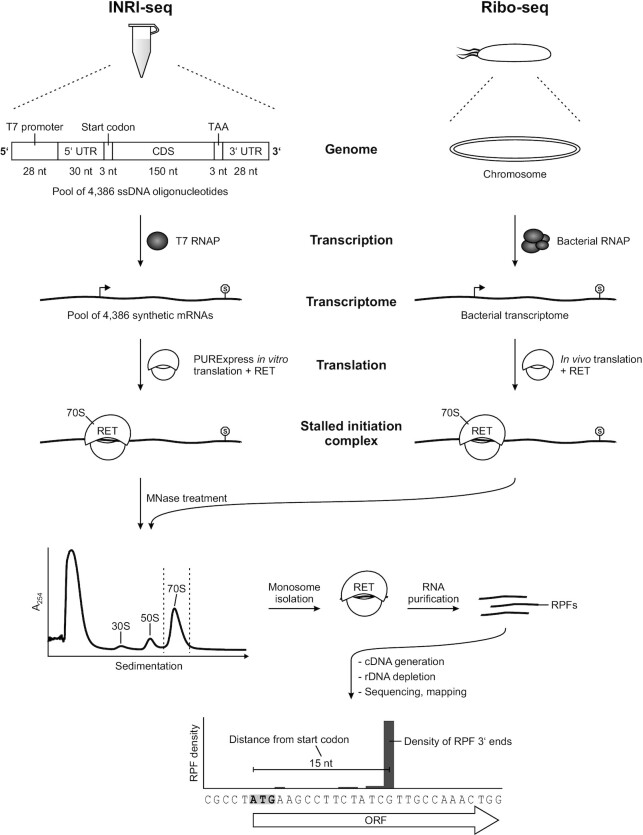
Workflow of INRI-seq. INRI-seq employs a synthetic transcriptome, for the generation of which one ssDNA oligonucleotide is synthesized for each gene of *E. coli* MG1655. Every gene contains a T7 RNA polymerase promoter, 30 nt of its natural 5′ UTR, its natural start codon, the first 150 nt of its CDS, a TAA stop codon, and a 28-nt 3′ UTR. This pool of oligonucleotides is converted to dsDNA by limited cycle PCR and then transcribed *in vitro* to obtain the synthetic transcriptome. Following *in vitro* translation of the synthetic transcriptome, RET is added and the translation continued, leading to ribosomes stalled at the start codons of the transcripts. RNA not protected by ribosomes is cleaved with MNase and the reaction is sedimented on a sucrose gradient. After 70S monosome isolation, RPFs are extracted from the ribosomes and size-selected on a gel. The purified RPFs are converted to cDNA, rDNA is depleted and the resulting sample is sequenced. Attributing the read density to the 3′ ends of the sequenced reads allows identification of the ribosome positions and with it analysis of TISs.

Following a limited-cycle PCR of the oligonucleotide pool, we used the resulting dsDNA as template for T7 *in vitro* transcription. RNA-seq analysis of the obtained synthetic transcriptome detected 4225 of the 4386 synthetic mRNAs at an abundance of >10 reads per million (median abundance: 125 reads per million), showing almost complete (∼96%) coverage of the ORFs included in the original DNA pool design (Supplementary Figure S1A).

Next, we applied the INRI-seq protocol to study the TISs of the synthetic *E. coli* transcriptome *in vitro*. We used RET, an antibiotic known to stall the ribosome at the start codon immediately after initiation (Figure 1) (18,23). Since an initiating ribosome protects 14–16 nt of the mRNA downstream of the first nucleotide of the start codon (39), the 3′ ends of RPFs will identify the TIS of the translated CDS following Ribo-seq (20). Using toeprinting, a previous study showed that RET-induced stalling also occurs in the *in vitro* system applied for INRI-seq, suggesting that *in vitro* TIS identification would be feasible (18). Since RET does not inhibit translation elongation (18), its addition to translating ribosomes causes polysomes to collapse into monosomes if translation is continued. We found that under our experimental conditions, addition of RET at a final concentration of 5 μg/ml for 30 min after initial translation for 15 min causes polysome collapse (Supplementary Figure S1B). This is considerably longer than the 5 min of RET treatment necessary *in vivo* (18), suggesting that *in vitro* translation of the shorter CDSs used here might be less efficient.

To purify RET-stalled monosomes, the associated transcripts were cleaved with MNase and the digested samples were subsequently run on sucrose gradients, as is common for bacterial Ribo-seq (Figure 1) (16). After collection of the 70S peak, RPFs were extracted with acidic phenol-chloroform followed by size selection (15–45 nt) of RNA in a denaturing polyacrylamide gel. These isolated RPFs can directly be used for library preparation and sequencing (Figure 1). Preliminary sequencing showed 24 fragments of ribosomal RNAs (rRNA; 9 fragments for 23S rRNA, 13 for 16S rRNA, and 2 for 5S rRNA) to be strongly enriched in this short RNA fraction (Supplementary Figure S1C). In the final INRI-seq protocol, these 24 rRNA fragments are depleted from the final cDNA library using a Cas9-based DASH protocol (29), which reduces rRNA reads from >90% to <1% (Supplementary Figure S1D, Supplementary Table S1). This *in vitro* Ribo-seq protocol enables us to globally study translation initiation in a synthetic *E. coli* transcriptome.

### INRI-seq identifies annotated TISs

We sequenced five independent INRI-seq libraries (∼8 million reads per sample) to study the TISs of *E. coli*, as described above. 

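Read counts of 5 libraries translated without PNA were deposited, and the same 5 libraries are the untreated ones of the PNA experiment. The authors trimmed adapters and low-quality bases, mapped the reads to the oligonucleotide pool, assigned them to genes with featureCounts and deposited the raw counts without normalization. The count table holds 4319 genes, of which 4257 are covered by 1 oligonucleotide and 62 by several, whose reads were summed. Between 6166675 and 8863283 reads per untreated library were counted on genes with a median of 7315369. For 20 of the 26 deposited libraries, the sample title names another condition than the library name in the description, so the libraries were grouped by library name. The 5 replicates of Supplementary Table S2 had their highest correlations, across 1280 genes of the part of that table at hand, with the 5 libraries named as untreated (r from 0.560 to 0.721). Correlated were log2 peak heights and log2 CPM, each as the deviation from the mean of the gene. Only genes with a peak above 5 in all 5 replicates entered, so r does not measure how well peak heights match counts across genes. For replicate 1, the next library, numbered 3 and with 0.5 nM acpP-PNA by name, was close (0.545 against 0.562). For the other replicates, the next r was 0.519 or less. These correlations are across genes, which are not independent replicates. By their library numbers, the untreated libraries belong to 2 series: 3 libraries, numbered 1, 7 and 13, to the lower series and 2, numbered 79 and 85, to the higher series. RPF positions along the transcripts, from which the TISs were called, were not analysed here.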

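Pairwise squared Pearson correlations of log2(CPM + 1) were computed across the 4149 transcripts that passed the CPM threshold. For the median, the range and the values with one library left out, CPM was scaled by library size alone, without TMM. Over the 10 pairs of untreated libraries, the median R² was 0.975, with a range from 0.964 to 0.991. The 3 pairs within the lower series of library numbers reached R² values from 0.974 to 0.981, the single pair within the higher series 0.991 and the 6 pairs between the series 0.964 to 0.988. Leaving out the library numbered 13 moved the median most, to 0.981, and the range over the fits that each left out one library was 0.971 to 0.981. Such values describe the libraries, since transcripts are not independent replicates.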

All libraries correlated well, indicating high reproducibility between experiments (Supplementary Figure S2A). 

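At least 1 read was counted in each of the 5 untreated libraries for 4262 of the 4319 genes. A minimum of 10 reads in each library was met by 4200 genes, a CPM of at least 1 by 4217 genes and a CPM of at least 4.21 by 4044 genes. Above 10 CPM in each library, 3774 genes remained. With each untreated library left out in turn, between 4262 and 4264 genes had at least 1 read in all others.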

Of the 4225 transcripts present in the transcriptome (Supplementary Figure S1A), 4149 were detected in all five replicates (Supplementary Figure S2B). By assigning the read densities to the 3′ ends of the sequenced RPFs, we observed an average distance of 15 nt from the first nucleotide of the annotated start codons, in line with the expected ribosome protection (Figure 2A, Supplementary Figure S2C). Crucially, this distribution was fully consistent with the peak distribution of sequenced RPFs in an *in vivo* study using a similar RET-based protocol (Ribo-RET) (Pearson's correlation ρ = 0.966) (18). Manual inspection of the data further revealed that the position of RPF density generally overlapped very well between the *in vitro* and the *in vivo* data, as exemplified by the *cspE* transcript, where the only detected density was close to the start codon (Figure 2B). Indeed, in both the INRI-seq and Ribo-RET datasets, the distance of the RPF peak density to the *cspE* start codon was exactly 16 nt (Figure 2C). The overlap was also present for transcripts with unexpected density distributions such as *hfq*, for which two peaks 13 and 16 nt downstream of the start codon were detected by both methods (Supplementary Figure S2D, E).

**Figure 2.**
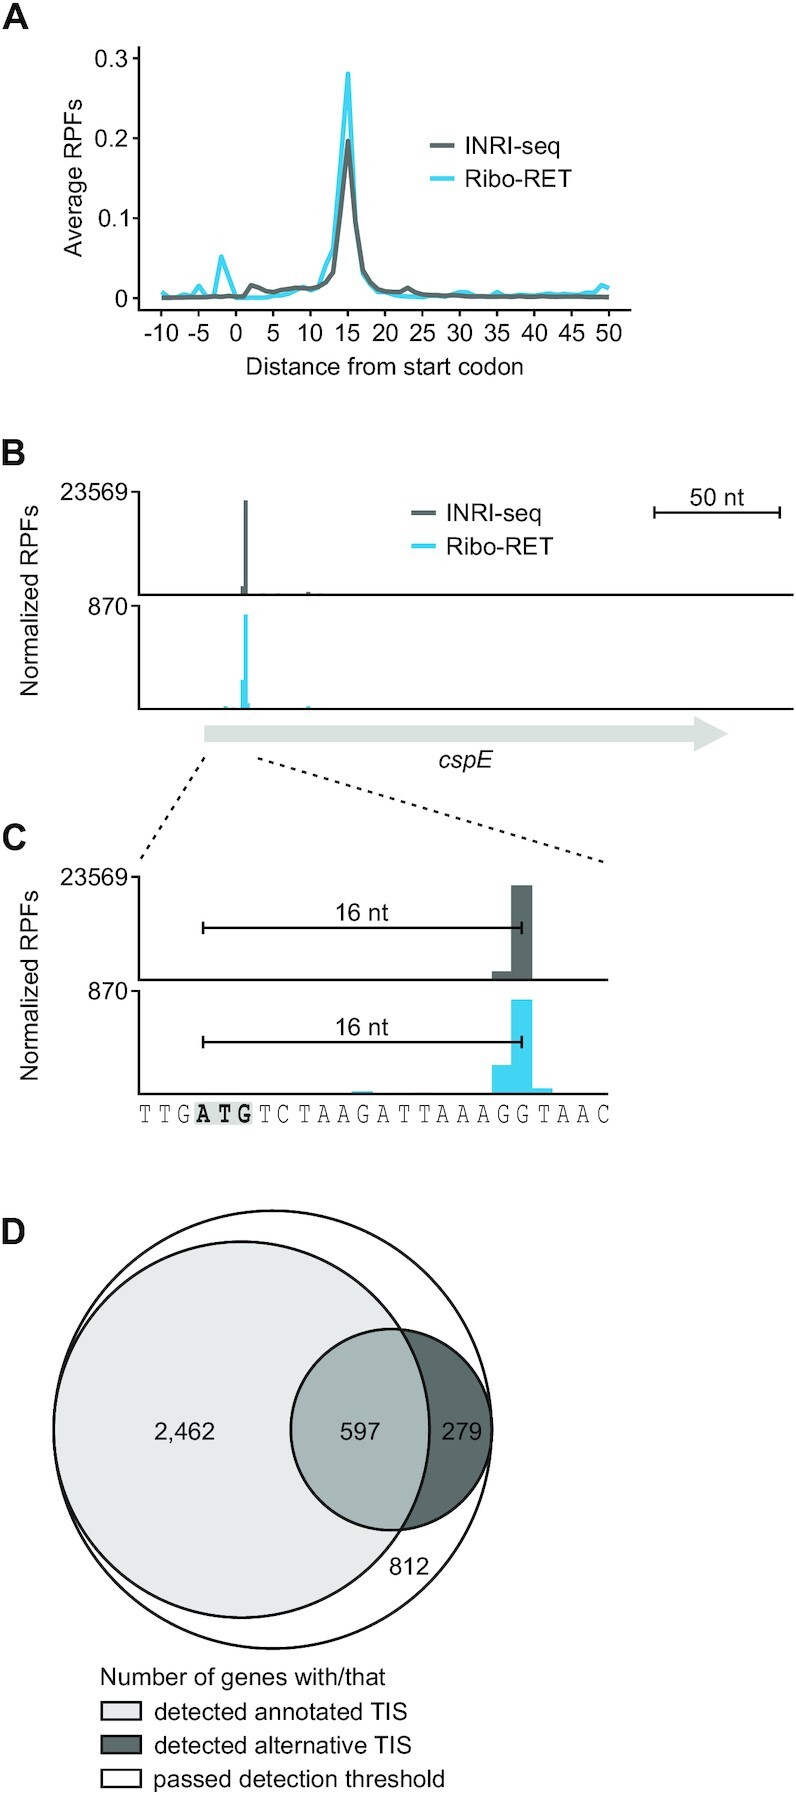
INRI-seq verifies annotated TISs. (**A**) The average distance of RPF peak density from annotated start codons is 15 nt, in agreement with previous *in vivo* Ribo-RET data (18). (**B**) INRI-seq detects one RPF peak in the *cspE* gene. (**C**) INRI-seq RPF peak density is located exactly 16 nt downstream of the annotated start codon (gray and bold) agreeing with previous *in vivo* Ribo-RET data (18). (**D**) Euler diagram showing the genes passing the thresholds for TIS detection. For 3059 of these, a peak at the annotated start codon was detected, whereas one or more alternative TISs were detected for 876 of them.

Globally, INRI-seq confirmed the annotated TISs of 3059 out of 4386 (∼70%) genes using stringent cut-off criteria (RPF peak with counts per million mapped reads (CPM) ≥5 within 12–18 nt of the start codon in at least two of the five replicates; Figure 2D, Supplementary Table S2). Using the same criteria, *in vivo* Ribo-RET verified only 780 (∼18%) annotated TISs (18) (Supplementary Table S2), suggesting that INRI-seq is more sensitive, likely due to more even transcript abundance in the pool. No TIS was detected for 812 transcripts that passed our detection thresholds (Figure 2D). For 99 of them, a peak was detected in only one of the five replicates, whereas the others did not show a clear peak that could be attributed to a TIS (Supplementary Figure S2F, Supplementary Table S2). This could be due to a variety of reasons, for example the requirement of translation activation by sRNAs or RNA folding, as in the case of certain riboswitches. We therefore predicted the strength of RNA secondary structures, which can hinder translation (9,46,47), from −30 to +15 nt with respect to the corresponding start codons of the annotated TISs (Supplementary Figure S2G). The predicted secondary structures around the 1091 annotated TISs INRI-seq did not detect (Figure 2D) was indeed stronger than those of the 3059 detected ones, which could explain why we failed to detect some of them (Supplementary Figure S2G). Furthermore, pseudogenes that are part of the NC_000913.3 annotation and that might not be translated, are present in our transcriptome. We also cannot exclude misannotation of some of the start codons. We observed no major differences in the start codon sequences of the annotated TISs that we identified and the ones that we missed (Supplementary Figure S3A, B). Similarly, we detected the expected enrichment of Shine–Dalgarno (SD)-motifs upstream of these start codons, as well as an enrichment of A-rich sequences, which were recently shown to promote translation initiation (48).

### INRI-seq confirms alternative TISs

Stalling ribosomes at start codons using antibiotics is a powerful way of analyzing where on a transcript translation initiation takes place (18–20). In addition to validating known TISs, these kinds of datasets can also be searched for new TISs, revealing alternative in-frame (Figure 3A) or out-of-frame TISs (Figure 3B) within annotated genes. To investigate whether INRI-seq is able to identify alternative TISs, we compared our data to *in vivo* Ribo-RET data (18). Of the 64 alternative TISs identified *in vivo*, we detected 51 (Supplementary Table S3). Most of the alternative TISs that were missed in the INRI-seq data set were >150 nt downstream of the annotated start codons and therefore not part of our synthetic transcriptome.

**Figure 3.**
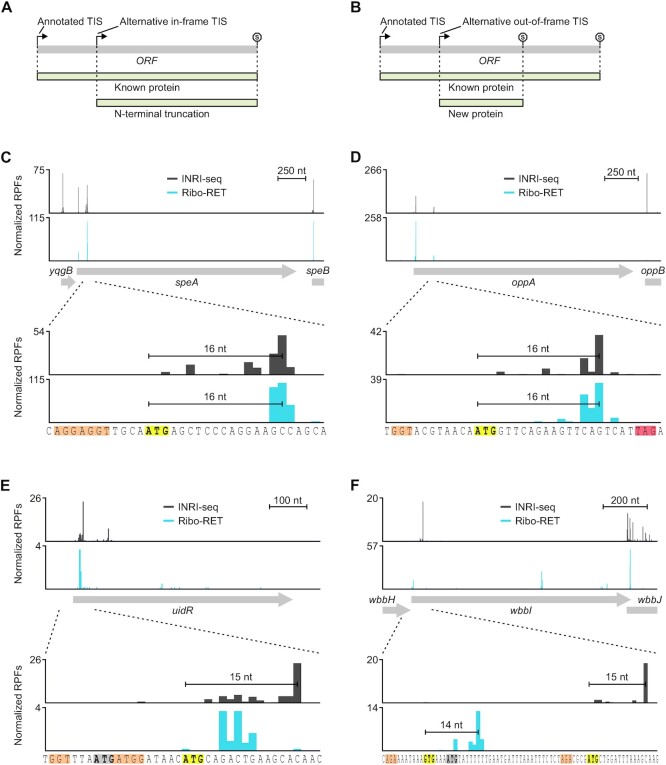
INRI-seq verifies known alternative TISs and identifies new putative TISs. (**A**) Alternative in-frame TISs lead to N-terminally truncated versions of known proteins. (**B**) Alternative out-of-frame TISs generate new proteins. (**C**) INRI-seq detects two RPF peaks at the 5′ end of *speA*. The second RPF peak identified in *speA* belongs to a known, in-frame alternative start codon (18). (**D**) INRI-seq detects two RPF peaks at the 5′ end of *oppA*. The second RPF peak identified in *oppA* belongs to a known, out-of-frame alternative start codon (18). (**E**) INRI-seq detects an RPF peak at the 5′ end of *uidR*. The detected RPF peak cannot be attributed to the annotated start codon of *uidR* but rather derives from an in-frame alternative start codon. (**F**) INRI-seq detects an RPF peak toward the 5′ end of *wbbI*. The detected RPF peak cannot be attributed to the annotated start codon of *wbbI* but rather derives from an out-of-frame alternative start codon. Gray and bold, annotated start codon. Yellow and bold, alternative start codon. Orange, SD sequence. Red, stop codon.

Next, we inspected some examples in more detail. The gene encoding arginine decarboxylase, *speA*, was previously shown to contain an in-frame alternative TIS that shortens the secretion signal-containing N-terminus of SpeA by 26 amino acids (aa) and leads to cytoplasmic rather than periplasmic localization of this isoform (18). In accordance with the *in vivo* Ribo-RET data, INRI-seq displayed a strong peak of RPF density 16 nt downstream of this alternative start codon (Figure 3C). Importantly, INRI-seq also detected the start codon of the 43-aa short *yqgB* gene encoded upstream of *speA*, which was not possible *in vivo*, most likely due to its low abundance (Figure 3C). Different from the alternative in-frame TIS in *speA*, the *oppA* gene encoding an oligopeptide uptake protein as well as the OppX RNA sponge (49,50) contains an out-of-frame TIS for an alternative 7-aa ORF (18). Our INRI-seq data supports this prediction, exhibiting the same RPF peaks as the *in vivo* data (Figure 3D). While it is unclear if this 7-aa peptide has a biological function, translation of this alternative frame could impact the translation of *oppA*, similarly to upstream ORFs that can regulate translation of their downstream genes (51). In conclusion, these examples illustrate how INRI-seq not only captures annotated TISs but also reports TISs that were not detected by *in vivo* Ribo-seq.

### INRI-seq identifies putative new TISs

After confirming that INRI-seq is able to detect both annotated and known alternative TISs with high sensitivity, we asked whether this method also enables the detection of putative new TISs. To do so, we searched for peaks with a relative density of ≥10% of the total reads identified for a given gene. These were further filtered to only include peaks of ≥5 CPM, which had to be present in at least two of the five replicates. Using these criteria, we identified 918 putative new TISs, 279 of which could be assigned to genes for which INRI-seq did not detect the annotated TIS (Figure 2D, Supplementary Table S3). Similar to the annotated TISs (Supplementary Figure S3A, B), the putative new TISs showed an enrichment of ATG start codons, although alternative start codons such as GTG or TTG occurred in higher frequency (Supplementary Figure S3C). In contrast, no enrichment of SD-motifs upstream of our putative new TISs was observed. We did, however, notice a strong enrichment of A-rich sequences upstream of these TISs, which also promote translation initiation (48), indicating that these putative new TISs might be translated in absence of classic SD-motifs. Finally, we analyzed the INRI-seq peaks (relative density of ≥10% of the total reads, ≥5 CPM in at least two of the five replicates) for which no TIS was called (Supplementary Figure S3D). As expected, no start codons were enriched 12 to 18 nt upstream of these peaks. There was, however, an enrichment in ATG start codons and SD-motifs closer to the peaks, indicating that our distance cut-offs were too stringent to call these potential TISs.

Stable mRNA secondary structures around TISs negatively influence translation initiation (9,46,47). We therefore analyzed the predicted free energy from −30 to +15 nt with respect to the corresponding start codons of the putative new TISs. While the putative new TISs showed a slightly stronger predicted secondary structure when compared to annotated TISs, the structures were significantly weaker than the ones of random sequences (Supplementary Figure S3E). This suggests that the putative TISs might mediate translation initiation.

INRI-seq detected the majority of TISs reported in the *in vivo* Ribo-RET data, only missing the annotated TISs of 104 genes that could be verified *in vivo* (Supplementary Figure S3F). For only five genes, both datasets detected alternative TISs without a signal for their annotated TISs, whereas both the annotated and the same alternative TISs were identified for 39 genes in both studies. Finally, we examined the distribution of used start codons among the annotated *versus* the alternative TISs (Supplementary Figure S3G). While ∼88% of annotated *E. coli* TISs use ATG start codons, the alternative TISs of both INRI-seq and *in vivo* Ribo-RET identified considerably more non-ATG start codons: >50% of the alternative TISs use GTG, TTG, CTG, ATC or ATT as the start codon. While these less common start codons were less frequent than ATG among the alternative TISs, they still occurred more frequently 12–18 nt upstream of INRI-seq peaks than other trinucleotides, supporting their role in translation initiation (Supplementary Figure S3C). Overall, these data indicate that INRI-seq is able to detect the majority of annotated and alternative TISs previously reported *in vivo*. We then studied two interesting candidates of putative new TISs in more detail.

UidR is a transcriptional repressor of the *uid* operon, which is involved in transport and degradation of β-glucosides (52). INRI-seq showed a clear RPF density peak toward the 5′ end of *uidR*, but downstream of the annotated start codon (Figure 3E). The distance of the identified peak agreed well with an in-frame ATG four codons downstream of the annotated start codon, suggesting that the UidR protein might be 4 aa shorter than annotated (Figure 3E). Indeed, this shorter N-terminus is supported by a recent mass spectrometry study of the N-termini of *E. coli* proteins, which detected the exact peptide (MQTEAQPTR) that corresponds to the TIS identified by INRI-seq (53). By contrast, *in vivo* Ribo-RET (18) showed only minimal density in this position, leaving the TIS of *uidR* ambiguous.

Another interesting alternative TIS candidate identified by INRI-seq is present in *wbbI* (Figure 3F), the gene encoding β-1,6-galactofuranosyltransferase (54). As for *uidR*, both INRI-seq and Ribo-RET did not detect RPF density corresponding to the annotated start codon of *wbbI* (Figure 3F). While *in vivo* Ribo-RET identified an alternative GTG start codon two codons upstream of the annotated start codon, INRI-seq detected a peak corresponding to an out-of-frame ATG close to the 5′ end of the gene. This internal ORF encodes for a 31-aa long peptide, for which we could not find any homologous domains or sequences using Pfam or PHMMER queries, respectively (55,56). Follow-up *in vivo* studies will be necessary to reveal whether this peptide is produced within the cell. Interestingly, although *in vivo* Ribo-RET did not identify this alternative TIS, it revealed another out-of-frame internal ORF encoding a 47-aa peptide within *wbbI* (18). Due to its distance from the annotated start codon, INRI-seq was unable to detect this additional alternative TIS. Yet, it is intriguing that a single gene might contain two different out-of-frame ORFs. Overall, INRI-seq is able to validate known alternative TISs and allows identification of putative new TISs, which should facilitate follow-up *in vivo* studies.

### Analysis of in vitro translation inhibition by PNAs

Translation inhibition by antisense oligomers, specifically peptide nucleic acid (PNA), is an upcoming field of antibiotics research. PNAs have the potential for species-specific killing, only targeting the pathogen while leaving beneficial microbiota untouched (24–26). Similar to bacterial sRNAs (8), antisense oligomers inhibit translation by blocking ribosome access to the ribosome binding site of their targets (57). Yet, the high sample volumes required by standard Ribo-seq studies pose a challenge for studies of translation control and potential off-targeting by such antisense antibiotics *in vivo* because of the high manufacturing costs of PNAs. We therefore decided to exploit the small-volume, cell-independent nature of INRI-seq to quantitatively study the effects of varying PNA concentrations on translation in a transcriptome-wide manner.

To test whether PNA-mediated translation inhibition can be analyzed *in vitro*, we adopted the well-established translation inhibition by a 10-mer antisense PNA that sequesters the start codon region of the *E. coli acpP* mRNA, which encodes the essential acyl carrier protein (Figure 4A) (28,58,59). To this end, we created a translational fusion transcript containing 50 nt of the 5′ UTR and the first 8 codons of *acpP* fused to the CDS of *gfp*. Upon addition of increasing concentrations of *acpP*-PNA, *in vitro* synthesis of the AcpP::GFP fusion protein was strongly reduced (Figure 4B). Importantly, this was not the case when a scrambled version of the PNA (*acpP*-PNA-scr), *i.e*. the same nucleobases as in *acpP*-PNA but in a randomly shuffled order, was added to the reaction. At an equimolar ratio of *acpP*-PNA to *acpP*::*gfp* (100 nM), translation was inhibited by ∼17%, whereas a 5-fold excess of *acpP*-PNA caused a ∼74% drop in translation (Figure 4C). These results are consistent with a previous *in vitro* study analyzing PNA efficiency in a less-defined reticulocyte extract using DNA as template (60) and demonstrate that our *in vitro* system can be used to study the effect of antisense oligomers.

**Figure 4.**
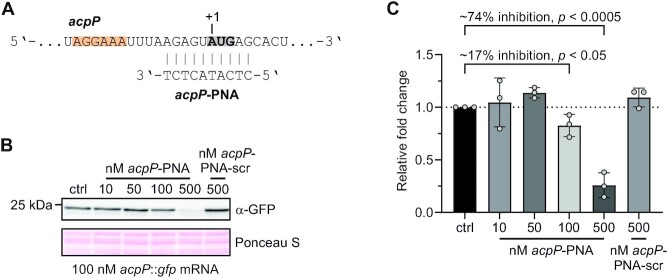
*In vitro* translational inhibition by antisense PNA. (**A**) Region of the *acpP* transcript targeted by *acpP*-PNA. Gray and bold, start codon. Orange, SD sequence. (**B**) Western blotting of an *in vitro* translation of an *acpP*::*gfp* fusion transcript reveals reduced GFP protein levels with increasing concentrations of *acpP*-PNA. Ponceau S staining was used as loading control. (**C**) Quantification of three independent western blots as shown in (B). Error bars show mean with SD. *P*-values were calculated using an unpaired, two-tailed *t*-test.

### Global analysis of PNA target inhibition using INRI-seq

Next, we set out to use INRI-seq to study the global effects of *acpP*-PNA on translation of its intended target as well as potential off-targets. We employed the same protocol that we used for the TIS analysis, except that we pre-annealed the synthetic transcriptome with varying concentrations of *acpP*-PNA or *acpP*-PNA-scr before starting the translation reactions. Similarly to the observed repression of the *acpP::gfp* fusion above (Figure 4B, C), INRI-seq reported a clearly reduced RPF density on the synthetic *acpP* mRNA with increasing *acpP*-PNA concentrations (Figure 5A). 

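The deposited counts cover 26 INRI-seq libraries: the 5 untreated ones and 3 replicates each with 0.5, 5, 16, 63, 250 and 1000 nM acpP-PNA and with 1000 nM acpP-PNA-scr, the scrambled control PNA. Over all libraries, 2377941 to 10190283 reads were counted on genes. With 0.5 nM acpP-PNA the counts ranged from 8928485 to 9956756 per library (median 9010823), with 5 nM from 5611761 to 10190283 (median 8956185) and with 16 nM from 4719601 to 6108333 (median 5603240). At 63 nM they ranged from 4895356 to 6243933 (median 6010829), at 250 nM from 2377941 to 6232730 (median 4474980) and at 1000 nM from 4092502 to 6047434 (median 5412892). The acpP-PNA-scr libraries held 5671015 to 7002113 reads (median 6526576). As in the paper's methods, the counts were normalized with the TMM method and compared with edgeR's quasi-likelihood test, and transcripts with a Benjamini-Hochberg adjusted p-value below 0.001 and a log2 fold change beyond 1 in either direction were called differentially translated. All 26 libraries entered a single model. The CPM threshold of 4.21 had to be met in at least 3 libraries, a number the paper's text does not name, and left 4149 transcripts. Libraries with 0.5 and 5 nM acpP-PNA and 3 untreated libraries carry numbers of the lower series, whereas the other treated libraries and 2 untreated ones carry numbers of the higher series. Between the untreated libraries of the 2 series, 87 transcripts had an adjusted p-value under 0.05 from the same test. Fold changes against the untreated libraries of the same series are therefore given beside those against all 5.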

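The acpP transcript (b1094; 1151615 to 1151851 on the plus strand of the ASM584v2 assembly) carries the sequence AGAGTATGAG, complementary to the PNA CTCATACTCT, from 1151610 to 1151619, across its start codon. Its normalized CPM was 743 ± 250 (SD, n = 5) in untreated libraries, 156 ± 33.7 (SD, n = 3) at 63 nM, 105 ± 8.29 (SD, n = 3) at 250 nM and 63.2 ± 13.4 (SD, n = 3) at 1000 nM acpP-PNA. The log2 fold change against untreated was −2.26 (standard error 0.23, adjusted p = 8.6e-07 from edgeR's quasi-likelihood test) at 63 nM, −2.83 (standard error 0.24, adjusted p = 1.5e-08) at 250 nM and −3.56 (standard error 0.25, adjusted p = 8.4e-11) at 1000 nM. Against the 2 untreated libraries of the same series, these values were −2.53, −3.10 and −3.83. At each of the 3 doses, every treated library lay below every untreated one (two-sided exact permutation test of log2 CPM, p = 0.0179, the smallest p that 3 libraries against 5 allow, and 0.0417 after adjustment over the 7 comparisons with untreated). Adjacent concentrations were compared in the same edgeR model, with Benjamini-Hochberg adjustment over the 5 steps. From 16 to 63 nM, the log2 fold change from edgeR was −1.35 (adjusted p = 3e-05), from 63 to 250 nM −0.58 (adjusted p = 0.045) and from 250 to 1000 nM −0.73 (adjusted p = 0.02). In fits that left out one library of the 2 doses, the adjustment ran only over the steps that include its dose. The step from 63 to 250 nM then had no adjusted p-value under 0.05 in 4 of 6 fits (edgeR, from 0.0082 to 0.1). The step from 250 to 1000 nM lost it in 1 of 6 fits. The steps from 0.5 to 5 nM (−0.47, edgeR adjusted p = 0.071) and from 5 to 16 nM (−0.23, adjusted p = 0.33, across the 2 series) had adjusted p-values above 0.05. With one library left out in turn, the first of these ranged from −0.66 to −0.33. Its edgeR p-value was 0.039 without library 2, adjusted over 2 steps. Without library 3 it was 0.011, unadjusted because only 1 step includes that dose. Neither value is adjusted over the 5 steps. The second step ranged from −0.35 to −0.06 (edgeR p from 0.2 to 0.83, adjusted in the same way). With a block for the library run, the step from 5 to 16 nM was −0.72 (edgeR adjusted p = 0.045). Grouping the libraries by their sample titles gave −0.19 at 1000 nM. From the values plotted in Figure 5A, the paper states that RPF density on acpP fell with increasing acpP-PNA concentration, similarly to the acpP::gfp fusion.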

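With 1000 nM acpP-PNA-scr, acpP reached 689 ± 99.6 CPM (SD, n = 3), a log2 fold change of −0.11 (standard error 0.21, adjusted p = 0.85 from edgeR's quasi-likelihood test) against all untreated libraries and of −0.38 (standard error 0.24) against the 2 of the same series. The two-sided exact permutation test gave p = 0.929 against all 5 and p = 0.2 against the 2, where the smallest possible p is 0.1. No transcript was called differentially translated, while 514 of 4149 transcripts had an unadjusted p-value under 0.05. The lowest adjusted p-value belonged to mpl (b4233), with a log2 fold change of 0.69 (standard error 0.09, edgeR adjusted p = 2.0e-04) and with all 3 libraries above all untreated ones. It became 0.51 (edgeR adjusted p = 0.15, in a range from 1.4e-09 to 0.15 over the alternatives other than the sample titles) against the same-series untreated libraries. Of the 46 sites with 1 mismatch to acpP-PNA-scr in Supplementary Table S5, 43 lie in tested genes. No shift of their set was detected (limma's fry set test, adjusted p = 0.57 over 5 sets), and neither did the 10 tested genes whose site starts at positions 11 to 26 of the transcript (adjusted p = 0.40). A direct comparison of the 2 PNAs at 1000 nM called 4 transcripts in edgeR, acpP with a log2 fold change of −3.45 (adjusted p = 4.4e-10), gpmM with −2.0 (adjusted p = 2.3e-10), yqjF with −1.65 (adjusted p = 6e-08) and arnC with −1.59 (adjusted p = 5.2e-09).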

No inhibition of *acpP* translation was detected when *acpP*-PNA-scr was added, showing the specificity of PNA targeting. While the estimated concentration of *acpP* in our synthetic transcriptome was ∼500 pM (Supplementary Table S4), the actual concentration was likely higher: During the establishment of INRI-seq, we sequenced a test sample without addition of RET, revealing high levels of reads coming from the 3′ region of *acpP*, which was not part of the synthetic transcriptome (Supplementary Figure S4A). This suggested that the *in vitro* translation kit probably contains traces of highly abundant RNAs such as *acpP*. This hampers accurate estimations of ratios between *acpP*-PNA and its targets. 

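At 0.5 nM acpP-PNA, acpP had 641 ± 163 CPM (SD, n = 3) and a log2 fold change of −0.21 (standard error 0.21, adjusted p = 1 from edgeR's quasi-likelihood test), and of −0.00 (standard error 0.22) against the 3 untreated libraries of the same series. At 5 nM, it had 464 ± 99.2 CPM (SD, n = 3) and a log2 fold change of −0.68 (standard error 0.21). There edgeR gave an unadjusted p = 0.0036 and an adjusted p = 1 over all transcripts. Within the series the log2 fold change at 5 nM was −0.47 (standard error 0.22). The two-sided exact permutation test gave p = 0.589 at 0.5 nM and p = 0.143 at 5 nM against all 5 untreated libraries, and p = 0.9 and p = 0.5 within the series. The untreated libraries reached from 433 to 975 CPM, the 0.5 nM libraries from 454 to 757 and the 5 nM libraries from 374 to 570, so that 1 of the 3 libraries at 5 nM lay below all untreated ones. At 16 nM, acpP had 395 ± 17.5 CPM (SD, n = 3), 53.2% of the untreated mean. The log2 fold change was −0.91 (standard error 0.22, adjusted p = 0.022 from edgeR) and, against the 2 same-series untreated libraries, −1.18 (standard error 0.24, adjusted p = 0.18, in a range from 0.0022 to 0.18 over the alternatives other than the sample titles). Every 16 nM library lay below every untreated one (two-sided exact permutation p = 0.0357, and 0.0625 after adjustment over 7 comparisons). With each of these 8 libraries left out in turn, the 16 nM value ranged from −1.05 to −0.79, and its adjusted p-value from edgeR exceeded 0.05 without library 7 (0.064), 74 (0.14) or 80 (0.068).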

Still, even low *acpP*-PNA concentrations showed a strong effect on *acpP* translation.

**Figure 5.**
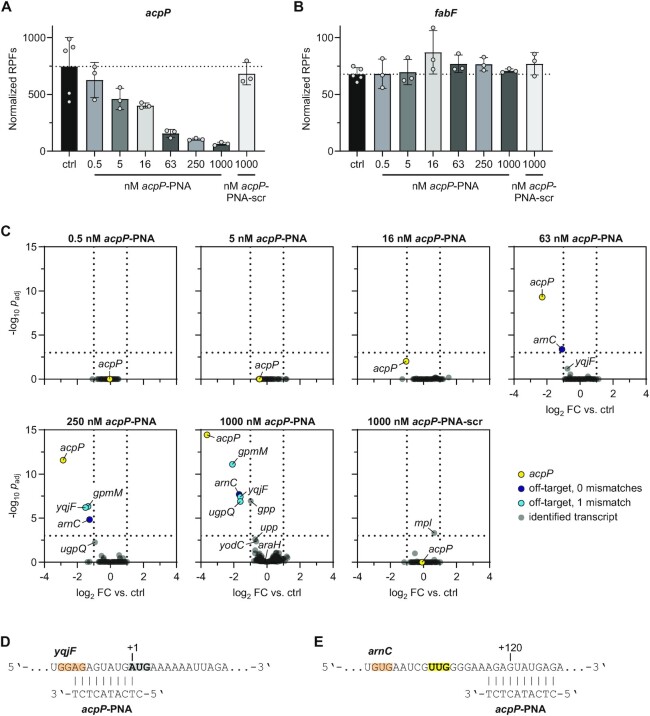
INRI-seq globally identifies targets of translation inhibition by PNA. (**A**) *acpP*-PNA inhibits translation of *acpP* in a concentration-dependent manner. Error bars show mean with SD. (**B**) *acpP*-PNA does not inhibit translation of *fabF*. Error bars show mean with SD. (**C**) Volcano plots showing calculated changes in translation as FDR-adjusted *p*-value against fold change. Cut-offs were set to *p*_adj_ <0.001, log_2_ FC > |1| and are depicted as dotted lines. (**D**) Region of the *yqjF* transcript targeted by *acpP*-PNA. Gray and bold, start codon. Orange, SD sequence. (**E**) Region of the *arnC* transcript targeted by *acpP*-PNA. Yellow and bold, alternative start codon (compare to Supplementary Figure S5A). Orange, SD sequence.

In the *E. coli* genome, the *acpP* mRNA is co-transcribed with the downstream gene *fabF* (61). *acpP*-PNA has been shown to lead to rapid decay of both cistrons following translation inhibition in cells, even though *fabF* is not a target of the antisense oligomer (28). In agreement with the notion that *fabF* is down-regulated *in vivo* because its transcript is coupled to *acpP*, INRI-seq did not detect any change in translation of *fabF in vitro* (where the two transcripts are uncoupled), suggesting that INRI-seq faithfully reports only direct PNA-induced translational changes (Figure 5B).

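The fabF transcript (b1095; 1151939 to 1153180) had 67.6 ± 5.86 CPM (SD, n = 5) without PNA, 85.8 ± 19.6 (SD, n = 3) at 16 nM and 69.8 ± 2.67 (SD, n = 3) at 1000 nM acpP-PNA. Across the 7 comparisons with untreated, its log2 fold change lay between 0.04 at 0.5 nM and 0.34 at 16 nM, where the standard error was 0.13 and the adjusted p-value from edgeR's quasi-likelihood test was 0.13, the lowest of the 7. The exact permutation test gave p = 0.0714 at that dose and p = 0.219 after adjustment over the 7 comparisons. Between replicates, log2 CPM of fabF had a pooled SD of 0.20. With 1000 nM acpP-PNA the log2 fold change was 0.05 (edgeR adjusted p = 0.90) and with acpP-PNA-scr 0.20 (adjusted p = 0.53). Against same-series untreated libraries, the values ran from −0.02 at 0.5 nM to 0.44 at 16 nM. With each library left out in turn, the highest of the 7 log2 fold changes ranged from 0.20, without the 16 nM replicate numbered 74, to 0.47, without the 16 nM replicate numbered 86. As fabF is encoded downstream of acpP on one mRNA in cells but on a separate transcript here, the paper proposes from Figure 5B that INRI-seq reports only direct changes caused by the PNA.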

### INRI-seq identifies direct PNA off-targets

We then analyzed the full spectrum of *acpP*-PNA-regulated targets. 

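At 63 nM acpP-PNA, 1 transcript, acpP, was called differentially translated. At 250 nM 4 transcripts were called, acpP, yqjF, gpmM and arnC, and at 1000 nM 5, with ugpQ as the addition. All of them were lowered. The same transcripts were called at these doses against the untreated libraries of the same series. A model of the 2 groups compared alone called 0 transcripts at 63 nM (670 at an unadjusted p-value under 0.05), where acpP had an adjusted p-value of 0.0016 (from 8e-23 to 0.0016 over the alternatives other than the sample titles), 3 at 250 nM and 4 at 1000 nM. At 0.5, 5 and 16 nM, 0 transcripts were called, while 44, 63 and 890 of the 4149 tested had an unadjusted p-value under 0.05. Leaving out the 16 nM replicate numbered 86 gave 2 raised transcripts at 16 nM, named here because of that value, pgaD with a log2 fold change of 1.14 and bcsC with 1.07. Without a limit on the fold change, 134 transcripts at 16 nM, 91 at 63 nM, 31 at 250 nM and 35 at 1000 nM had an adjusted p-value under 0.05. Single libraries moved these numbers: with one left out in turn, they ranged from 9 (without library 74) to 204 (without 86) at 16 nM and from 3 (without 75) to 161 (without 85) at 63 nM. At 250 nM they ranged from 7 (without 82 or 88) to 83 (without 85), and at 1000 nM from 14 (without 83) to 53 (without 79 or 85). With same-series untreated libraries the numbers were 0 (490 at an unadjusted p-value under 0.05), 3, 4 and 9. The choice of model moved them in both directions. DESeq2 gave 257, 207, 136 and 87, and the 2 groups compared alone 0 (678 at an unadjusted p-value under 0.05), 7, 6 and 14.

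**Figure D1:**
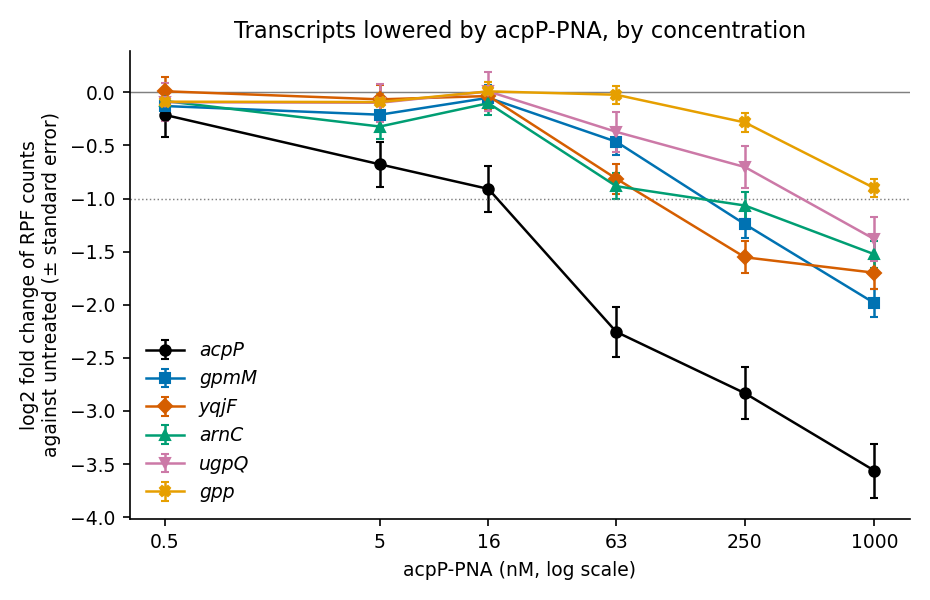
Log2 fold change of RPF counts against the 5 untreated libraries (edgeR, vertical axis) by acpP-PNA concentration in nM (log scale) for acpP and 5 transcripts the paper names; points are estimates from 3 libraries per dose, bars standard errors and the dotted line the fold threshold of −1. At 1000 nM the values run from −3.56 for acpP to −0.90 for gpp, while at 16 nM yqjF, gpmM, ugpQ and arnC lie between −0.10 and 0.01.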

While *acpP* clearly was the primary transcript affected by the antisense oligomer, translation of a few other transcripts was also reduced at higher *acpP*-PNA concentrations (Figure 5C). One of them was *yqjF*, which has a stretch of 9 complementary bases to *acpP*-PNA within its translation initiation region (Figure 5D). 

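In yqjF (b3101; 3250562 to 3250954 on the plus strand), the site reads AGAGTATGAT and begins in the 5′ UTR and reaches into the start codon. It differs from the acpP site by G10T, counted from 1 at the 5′ end of the acpP site, which is position 1 of the PNA. Normalized CPM of yqjF was 111 ± 17.8 (SD, n = 5) without PNA, 63.1 ± 6.57 (SD, n = 3) at 63 nM, 38.2 ± 5.24 (SD, n = 3) at 250 nM and 34.1 ± 0.284 (SD, n = 3) at 1000 nM acpP-PNA. The log2 fold change was −0.81 (standard error 0.14, adjusted p = 0.0042 from edgeR's quasi-likelihood test) at 63 nM, which missed both thresholds although all 3 libraries lay below all untreated ones, −1.55 (standard error 0.15, adjusted p = 1.3e-07) at 250 nM and −1.7 (standard error 0.15, adjusted p = 6.3e-09) at 1000 nM. Same-series untreated libraries gave −0.64, −1.38 and −1.52. Under every setting other than the grouping by sample titles, yqjF was called at 250 and 1000 nM.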

Only the very 5′ nucleotide of the PNA is a mismatch to *yqjF* (C:U). This suggests that at high concentration, *acpP*-PNA will also repress mRNAs that harbor a mismatch to the PNA sequence. Crucially, this was true for the additional off-targets *gpmM* and *ugpQ*. The translation initiation regions of both genes are complementary to *acpP*-PNA with only one mismatch at the 3′ end of the PNA (Figure 5C, Supplementary Figure S4B, C). 

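In gpmM (b3612), the site TGAGTATGAG differs by A1T and begins at position 12 of the transcript, whose first 30 nt are 5′ UTR. In ugpQ (b3449), the site CGAGTATGAG differs by A1C and begins at position 26, so that it spans the start codon. Both substitutions are counted from the 5′ end of the acpP site and lie opposite position 10 of the PNA. Without PNA, gpmM had 227 ± 33.4 CPM (SD, n = 5), which became 95.9 ± 3.92 (SD, n = 3) at 250 nM and 57.6 ± 4.98 (SD, n = 3) at 1000 nM acpP-PNA. Its log2 fold change was −1.24 (standard error 0.13, adjusted p = 4.3e-07 from edgeR's quasi-likelihood test) at 250 nM and −1.98 (standard error 0.14, adjusted p = 5.9e-11) at 1000 nM, and −1.45 and −2.20 against same-series untreated libraries. For ugpQ, 37.8 ± 9.59 CPM (SD, n = 5) without PNA compared with 23.2 ± 0.0533 (SD, n = 3) at 250 nM and 14.6 ± 1.33 (SD, n = 3) at 1000 nM. In edgeR, the log2 fold change of ugpQ was −0.70 (standard error 0.20, adjusted p = 0.078) at 250 nM and −1.38 (standard error 0.21, adjusted p = 1.9e-04) at 1000 nM, with −1.00 and −1.68 within the series. At 250 and 1000 nM, all libraries lay below all untreated ones for both genes. The ugpQ call at 1000 nM rests on all 3 replicates: with any one of them left out its adjusted p-value was above 0.001, namely 0.0067 without the replicate numbered 77, 0.0015 without 83 and 0.0046 without 89 (edgeR). Of the 10 other alternatives without the sample titles, 2 did not call ugpQ either (edgeR adjusted p up to 0.007). These were library size alone in place of TMM and a model of only the 2 groups compared.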

Finally, translation of the *gpp* transcript, which has complementarity to the antisense oligomer around its start codon, but with a T-G pair formed by the PNA’s second position (Supplementary Figure S4D), was downregulated at 1 μM *acpP*-PNA as well, although it did not meet our strict cut-off conditions (*p*_adj_ < 0.001, log_2_ FC > |1|; Figure 5C).

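The gpp site (b3779) reads AGAGTATGGG, a difference of A9G counted from the 5′ end of the acpP site, which lies opposite position 2 of the PNA. Its CPM was 569 ± 34.5 (SD, n = 5) without PNA, 468 ± 29.1 (SD, n = 3) at 250 nM and 305 ± 24.5 (SD, n = 3) at 1000 nM acpP-PNA. The log2 fold change at 1000 nM was −0.90 (standard error 0.09, adjusted p = 5e-08 from edgeR's quasi-likelihood test), so that the p-value passed the threshold and the fold change did not. Within the series it was −0.88, and all 3 libraries lay below all untreated ones. With each of the 8 libraries left out in turn, it stayed between −0.97 and −0.85. At 250 nM, edgeR gave −0.28 (standard error 0.09, adjusted p = 0.087).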

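The arnC transcript (b2254; 2367071 to 2368039 on the plus strand) holds the full site AGAGTATGAG from 2367187 to 2367196, which starts 116 nt downstream of the first nucleotide of the start codon. Normalized CPM of arnC was 70.1 ± 5.29 (SD, n = 5) without PNA, 38.1 ± 5.39 (SD, n = 3) at 63 nM, 34.1 ± 6.18 (SD, n = 3) at 250 nM and 24.3 ± 2.08 (SD, n = 3) at 1000 nM acpP-PNA. At 63 nM, the log2 fold change of −0.88 (standard error 0.12, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test) passed the threshold on p and missed the one on the fold change. In edgeR it was −1.07 (standard error 0.13, adjusted p = 3.7e-06) at 250 nM and −1.52 (standard error 0.13, adjusted p = 2.3e-09) at 1000 nM. Same-series untreated libraries gave −0.96, −1.14 and −1.6. All libraries at these 3 doses lay below all untreated ones. At 250 nM the value lies close to the fold threshold, which it missed without the replicate numbered 76 (−0.99) or the replicate numbered 88 (−0.9956). The counts cover the whole transcript and do not separate RPFs by position. In Supplementary Table S5, 3 other genes, deoA, fabZ and insO, hold the full site outside the translation initiation region. Their log2 fold changes at 1000 nM lay between −0.23 and 0.11, with adjusted p-values of 0.41 or more from edgeR. For fabZ, all 3 libraries lay below all untreated ones at 16, 63, 250 and 1000 nM. Its log2 fold changes there were −0.34, −0.35, −0.20 and −0.23 (edgeR adjusted p from 0.13 to 0.46). With acpP-PNA-scr, where fabZ had −0.17, the libraries overlapped, as those of deoA and insO did at every dose. Of the 3 genes, insO is covered by 3 oligonucleotides, and fabZ and insO each had 1 untreated library far from the other 4.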

The downregulated off-target *arnC* exhibits full complementarity to the antisense oligomer (Figure 5C, Supplementary Table S5). However, to our surprise, the *acpP*-PNA binds ∼120 nt downstream of the start codon of *arnC* (Figure 5E) where antisense repression of translation initiation is unlikely (57,62,63). Interrogating our INRI-seq TIS dataset for alternative TISs within *arnC*, we indeed detected a peak in RPF density corresponding to an alternative in-frame TTG start codon, located a few nucleotides upstream of the *acpP*-PNA binding site (Supplementary Figure S5A). RPF coverage around the annotated TIS was not affected by PNA addition (Supplementary Figure S5B), while the alternative in-frame TIS clearly showed the expected depletion in RPFs when PNA was added (Supplementary Figure S5C). Since no TISs were identified for *arnC* by *in vivo* Ribo-RET (18), it remains unclear whether this alternative TIS is used *in vivo*.

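Supplementary Table S5 lists 16 genes with 1 mismatch to acpP-PNA in the translation initiation region, 6 with the mismatch opposite position 1 or 10 of the PNA and 10 with an internal mismatch. At 1000 nM acpP-PNA, the mean log2 fold change was −1.08 for the 6 genes and −0.24 for the 10 genes. The difference of −0.84 was tested by an exact two-sided permutation of the 16 values (p = 0.0046), a test across genes, which are not replicates. Without gpmM, ugpQ and yqjF, the difference was −0.23 (exact p = 0.25). These are the genes of the terminal group with the lowest values, and gpp was kept on the other side. The choice of genes itself therefore makes the difference smaller. As sets, both groups were lowered in limma's fry test, with adjusted p = 3.6e-14 for the 6 genes and adjusted p = 4.6e-08 for the 10 genes, and both remained so in the camera test with estimated correlation (adjusted p = 2.1e-07 and 0.0034). Adjusted over the list alone, 5 of the 6 genes had a p-value under 0.05, gpmM, ugpQ, upp, yodC and yqjF, as they had when adjusted over all transcripts tested. The whole set of 24 sites outside the translation initiation region gave adjusted p = 0.0019 in limma's fry and 0.30 in camera. Without arnC, an alternative chosen after its values were seen, the remaining 23 gave adjusted p = 0.62 in limma's fry (over the 2 sets added).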

Overall, these results suggest that, while target mismatches within the PNA sequence are generally thought to render the PNA inactive (58,64), mismatches at the 5′ or 3′ ends of the PNA are tolerated, leading to target regulation at high PNA concentration. In particular, of the 16 genes that harbor an *acpP*-PNA complementary sequence with one mismatch within their translation initiation region, six have the mismatch in position 1 or 10 of the PNA (Supplementary Table S5). 

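The mismatches of the 6 genes, counted from the 5′ end of the acpP site, are A1T in gpmM, A1C in ugpQ and yodC, G10T in yqjF and araH, and G10A in upp. All 6 genes had lower counts at 1000 nM acpP-PNA than without PNA. Their log2 fold changes ran from −1.98 to −0.18, the latter for araH, which had −0.19 with acpP-PNA-scr. At 250 nM they ranged from −1.55 to −0.28, at 63 nM from −0.81 to −0.01 and at 16 nM from −0.13 to 0.01. Genes with the same substitution differed: G10T went with −1.7 in yqjF and −0.18 in araH, and A1C with −1.38 in ugpQ and −0.69 in yodC. From gpmM, ugpQ and yqjF on one side and the genes with internal mismatches on the other, the paper proposes that mismatches at an end of the PNA are tolerated at high PNA concentration.

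**Figure D2:**
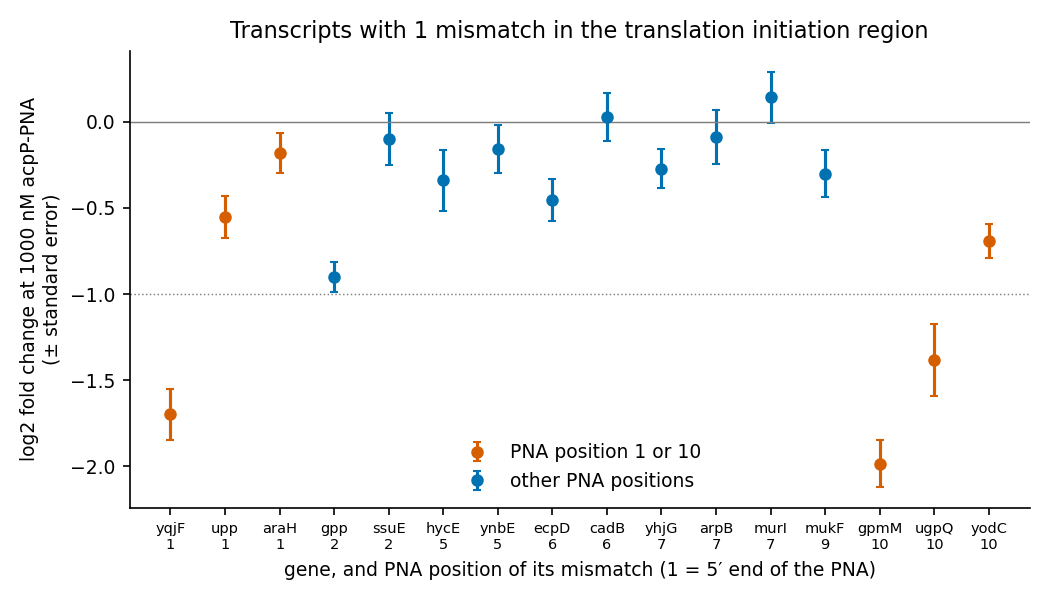
Log2 fold change at 1000 nM acpP-PNA against untreated (edgeR; bars, standard error; 3 libraries against 5) of the 16 genes with 1 mismatch in the translation initiation region, ordered by the PNA position of the mismatch; the dotted line marks −1. Genes with a terminal mismatch run from −1.98 to −0.18 and genes with an internal one from −0.90 to 0.14.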

Among those, the off-targets *gpmM*, *ugpQ* and *yqjF* are significantly downregulated, as discussed above. 

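For yodC (b1957), the CPM fell from 511 ± 56.2 (SD, n = 5) without PNA to 316 ± 37.8 (SD, n = 3) at 1000 nM acpP-PNA, a log2 fold change with a standard error of 0.10 and an adjusted p-value of 8.7e-05 from edgeR's quasi-likelihood test. The fold change did not pass its threshold. The p-value was below 0.001 in this model, and 0.0072 against same-series untreated libraries and 0.0028 without the replicate numbered 83, in a range from 2.6e-10 to 0.02 over the alternatives other than the sample titles (edgeR, limma-voom and DESeq2). At 250 nM the log2 fold change of yodC was −0.40 (edgeR adjusted p = 0.048), and at both doses all 3 libraries lay below all untreated ones. With one library left out, the adjusted p-value at 250 nM reached 0.24. Same-series untreated libraries gave −0.33 at that dose (edgeR adjusted p = 0.35). For upp (b2498), 41.3 ± 6.1 CPM (SD, n = 5) became 28.1 ± 1.56 (SD, n = 3), with a log2 fold change of −0.55 (standard error 0.12, edgeR adjusted p = 0.022, all 3 libraries below all untreated ones) at 1000 nM and −0.33 (adjusted p = 0.16) at 250 nM. Against same-series untreated libraries at 1000 nM, yodC had −0.62 and upp −0.48 (edgeR adjusted p = 0.31 for upp, in a range from 0.0047 to 0.31 over the alternatives other than the sample titles). For araH (b4460), 170 ± 23.9 CPM (SD, n = 5) and 150 ± 15.6 (SD, n = 3) overlapped (standard error 0.12, edgeR adjusted p = 0.46), and within the series the log2 fold change was −0.31. With acpP-PNA-scr, araH also had −0.31 within the series. Directly against acpP-PNA-scr at 1000 nM, edgeR gave −0.79 for yodC (adjusted p = 4.2e-05), −0.74 for upp (adjusted p = 0.0041) and 0.01 for araH.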

Of the other three, *upp* and *yodC* showed a tendency to be downregulated at the highest *acpP*-PNA concentrations, though they missed our statistical cut-offs (Figure 5C), while *araH* was not regulated at all. The ten genes whose translation initiation regions include a complementary sequence to *acpP*-PNA with one mismatch in positions 2–8, showed no significant regulation in presence of the antisense oligomer. 

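In the list at hand, the internal mismatches lie opposite PNA positions 2, 5, 6, 7 and 9, position 9 being that of mukF with G2A. None of the 10 genes was called at any dose. At 1000 nM acpP-PNA their log2 fold changes ran from −0.90 for gpp to 0.14 for murI, with a median of −0.21, and 8 of the 10 were below 0. Only 1 of them, gpp, had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, 3 had one, gpp, ecpD with a log2 fold change of −0.45 (standard error 0.12, edgeR adjusted p = 0.077 over all transcripts) and yhjG with −0.27. The other 9 genes, taken without gpp after its value was seen, had a median of −0.16 and were lowered as a set in limma's fry (adjusted p = 1.6e-04 over 2 sets), while camera with estimated correlation gave adjusted p = 0.051. Against same-series untreated libraries, the 10 values ran from −0.88 to 0.33. The arpB gene is covered by 2 oligonucleotides, so its value sums both.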

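Transcripts with 2 mismatches to acpP-PNA could be followed only for the oligonucleotide sequences in the part of Supplementary Table S6 at hand, 1550 of 4378 entries. Among these, 41 genes hold a site with 2 mismatches that starts at positions 11 to 26 of the transcript, the range of the sites listed with 1 mismatch, and 40 passed the filter on low CPM. At 1000 nM acpP-PNA their log2 fold changes lay between −0.38 and 0.42, with a median of −0.03. No gene of the 40 was called and 0 had an adjusted p-value under 0.05, while 7 had an unadjusted p-value under 0.05. At 250 nM the values lay between −0.31 and 0.29, with 0 calls and 3 unadjusted p-values under 0.05. At 16 nM 1 of the 40, ybgP (b0717), had an edgeR adjusted p-value under 0.05 against all 5 untreated libraries (log2 fold change −0.478, adjusted p = 0.044) without being called, while no transcript had one there against the 2 of the same series. Sites with more mismatches and the remaining oligonucleotides were not analysed here.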

The same was true for all potential off-targets with two or more mismatches.

This analysis suggests that INRI-seq is able to accurately determine direct transcriptome-wide PNA-mediated inhibition of translation in response to defined PNA concentrations in a small reaction volume. Thus, it not only allows quantitative analysis of the direct effects of the PNA on the intended target transcript, but also enables the identification of PNA off-targets.

## DISCUSSION

In this study, we established INRI-seq, a cell-free method to globally study translation of a fully customizable synthetic transcriptome. Presenting two applications for this method, we identified known and putative new *E. coli* TISs and determined the fidelity of translation inhibition by antisense oligomers. Although optimized here for these purposes, the INRI-seq protocol is easily adaptable to other translation-related questions. For example, our protocol for PNA analysis can also be applied to the identification of the global targetome of sRNAs, including transcripts that have low abundance *in vivo*. This would allow the expansion of regulatory networks of known sRNAs and the investigation of the targets of currently understudied sRNAs. For single sRNA targets, *in vitro* translation has been successfully used to investigate sRNA-mediated regulation, indicating that a global study based on INRI-seq is feasible (63,65,66). Importantly, INRI-Seq allows to include within the synthetic transcriptome targets that carry mutations in the putative sRNA binding site based on *in silico* predictions (67). This enables testing of targeting specificity in the same experiment.

Since INRI-seq uses a fully synthetic transcriptome, users can analyze any desired sequence compilation. For example, the method can be used to compare translation of transcriptomes of related bacterial species or to analyze translation within complex microbial communities such as the human gut microbiome. INRI-seq also enables the analysis of translation of phage transcripts independent of its host. It also facilitates the study of overlapping CDSs—a common feature in the complex genome organization of phages (68)—by disentangling them into single transcripts. Furthermore, mutational studies, in which a single or multiple transcripts are present in tens or even hundreds of different variants, could be designed to investigate the influence of, for example, synonymous mutations on translation.

The design of the synthetic transcriptome is only limited by the length of the oligonucleotides: currently, up to 350 nt is commercially possible. This restriction necessitates the disruption of bacterial operon structures, which are known to be an important factor in translation regulation (9,69,70). Yet, this property can also be exploited to discriminate between direct and indirect effects: for example, we show that *acpP*-PNA directly inhibits translation of *acpP*, but not of *fabF* (Figure 5A, B). In contrast, *in vivo* the PNA influences the stability of the entire dicistronic *acpP*-*fabF* mRNA (27,28), which makes it harder to assess its direct effect on translation.

The number of oligonucleotides in a pool (*i.e*. the available sequence space) is less restricted than the length of the oligonucleotides, with several commercial providers able to synthesize extensive oligo pools. This enables the study of more complex synthetic transcriptomes, including eukaryotic ones. In this case, eukaryotic cell-free translation systems, such as those commercially available for human or rabbit (71), should be used in order to obtain faithful results for these organisms.

INRI-seq allows the study of translation in a quantitative manner, which is supported by the even coverage of transcripts in the synthetic transcriptome (half of the transcripts have concentrations within a ∼2-fold range of the mean concentration) (Supplementary Figure S1A) and read counts in the INRI-seq data (Supplementary Figure S2B). 

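Across the 4149 tested transcripts, CPM scaled by library size alone, without TMM, had medians between 96.5 and 107 in the 5 untreated libraries. The upper quartile of a library was between 7.01 and 7.64 times its lower quartile, with lower quartiles from 33.6 to 39.1 CPM and upper quartiles from 257 to 275 CPM. The transcript with the most reads was cspE, with 3.00% to 3.62% of the counts of an untreated library. These values describe RPF counts, which combine the concentration of a synthetic transcript with its translation. The concentrations themselves were not analysed here.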

Concentration-dependent analysis of translation-modulating molecules becomes feasible, because their exact concentration in the reaction is defined. This is not true in an *in vivo* setup, where the intracellular concentration is unknown. In addition, modulators can be added at high concentrations, which might otherwise lead to premature cell lysis when working with living cells. The small volume of the INRI-seq reactions (25 μl) is another advantage, especially if the translation modulator is limited or particularly expensive, like PNAs or antibiotic lead structures. Moreover, since there is no cell barrier or other resistance mechanisms to consider, comparative analysis of different types of antisense oligomers becomes possible, although there is no general mechanism for the cellular delivery of these compounds (24,72–75). This enables the study of the direct targets of such molecules, which is often difficult to disentangle in an *in vivo* setup due to the simultaneous occurrence of direct and indirect effects.

In this study, we globally analyzed TISs of a synthetic *E. coli* transcriptome. Compared to a technically similar *in vivo* study (18), we validated almost four times more annotated TISs (3059 vs. 780), demonstrating the high sensitivity of INRI-seq. In addition, we detected 51 out of the 64 alternative TISs (Supplementary Table S3) detected by *in vivo* Ribo-RET (18). INRI-seq further identified 918 additional putative alternative TISs for 876 genes, of which 279 are the only detected TISs for the respective genes (Figure 2D). These results are in agreement with a recent study suggesting that 5–12% of prokaryotic genes might have misannotated TISs (76). One reason for TIS misannotation is that gene prediction algorithms generally rely on SD-motifs upstream of the start codon (76,77). Yet, translation of transcripts lacking SD-motifs is relatively frequent (77). For example, it was recently shown in *E. coli* that A-rich sequences promote translation initiation, whereas SD-motifs influence initiation efficiency, but are not necessary to determine the site of initiation (48). For the putative new TISs we detected in this study, we do not observe enrichment of SD-motifs; instead, we find enrichment of A-rich motifs (Supplementary Figure S3C), which indicates that these TISs might be translated in absence of classic SD-motifs. Still, *in vivo* validation is required to verify whether these TISs are used within the cell, for example, by mass spectrometry. Analogous to our application of RET to map TISs, we expect INRI-seq to be a useful tool to study the effects of other translation-inhibiting drugs, such as macrolides, lincomides or tetracyclines. INRI-seq further complements inverse toeprinting, a related *in vitro* method that enables the high throughput analysis of ribosome stalling sites and their upstream arrest sequences (78).

To exploit the cell-free, low-volume nature of INRI-seq, we globally analyzed the influence of an antisense PNA on translation. In line with *in vivo* data (27,28), we found that *acpP*-PNA is specific for its target, *acpP*. Downregulation of PNA off-targets that harbor mismatches in the complementary sequence requires substantially higher PNA concentrations. In addition, mismatches are only tolerated in the terminal nucleotides of the PNA. 

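At 16 nM acpP-PNA, where acpP had an adjusted p-value under 0.05 against all 5 untreated libraries but not against the 2 of the same series, the log2 fold changes of yqjF, gpmM, ugpQ and arnC lay between −0.10 and 0.01, with adjusted p-values of 0.63 or more from edgeR's quasi-likelihood test. Same-series untreated libraries gave −0.29 to 0.14. At 63 nM, where acpP was called, the 4 transcripts had log2 fold changes from −0.88 to −0.37 and 0 were called, although 3 of them had an adjusted p-value under 0.05. With one library left out, it reached 0.074 for yqjF, 0.23 for gpmM and 0.0064 for arnC (edgeR). Same-series untreated libraries gave −0.96 to −0.64, with edgeR adjusted p-values of 0.22 for yqjF, 0.032 for gpmM and 0.0006 for arnC. At 250 nM 3 of the 4 were called and at 1000 nM all 4. The difference between acpP and these transcripts at a given dose was not tested.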

Gratifyingly, this position-dependent effect of mismatches on PNA-mediated translation inhibition was also recently shown for *Salmonella* using a combination of minimum inhibitory concentration and RNA-Seq experiments (79). Further, a recent study investigating the effects of *acpP*-PNA on global transcript levels in a uropathogenic *E. coli* (UPEC) strain observed very similar off-target effects as the ones identified by INRI-seq: Of the four off-targets identified by INRI-seq, *gpmM* and *ugpQ* were among the top regulated transcripts upon addition of *acpP*-PNA (27). These findings should aid future PNA design by providing a framework to weigh the predicted specificity of PNAs according to their predicted off-targets.

### Limitations of the study

Despite the clear value of INRI-seq for the *in vitro* analysis of translation, as discussed above, there are several caveats to consider. The commercial *in vitro* translation kit (PURExpress, New England Biolabs) used in the INRI-seq protocol is based on the PURE system (80). It consists of individually purified *E. coli* components required for protein synthesis, such as initiation, elongation and termination factors as well as aminoacyl-tRNA synthetases, tRNAs, amino acids and ribosomes. This reaction mix allows efficient translation of most transcripts. Nevertheless, the lack of factors like the translation elongation factor EF-P, which is necessary for efficient translation of polyproline stretches (81,82), could hamper the study of specific transcripts. Likewise, the concentrations of the loosely associated ribosomal proteins S1 and bL31, which promote translation of certain mRNAs and the association of the ribosomal subunits, respectively (83,84), might be unnaturally low due to loss during ribosome purification. This might lead to less efficient translation compared to the *in vivo* situation.

RNA-binding proteins such as Hfq, which facilitates base pairing between sRNAs and their targets (85), are not part of the PURE system, either. Therefore, these proteins need to be added to the reaction mixture when analyzing the effects of sRNAs, as previously done in an analysis of the sRNA GlmZ (66). sRNAs that activate or repress translation of certain mRNAs are also lacking from the kit, which can influence the translation of particular transcripts (8). Similarly, the concentration of the single transcripts in our pool does not reflect the ratios present *in vivo*. This might lead to unnatural competition for ribosome binding, favoring translation of certain transcripts compared to the *in vivo* situation. Finally, the presence of contaminating RNAs (Supplementary Figure S1C), which are likely co-purified with the individual proteins of the kit, has to be kept in mind when designing concentration-sensitive, quantitative experiments. Despite these drawbacks, the PURE system works very well for the applications tested here. It enabled INRI-seq to globally analyze TISs of *E. coli* as well as the direct effects of PNA with high sensitivity. By using other cell-free translation systems, such as self-generated S30 extracts from bacteria other than *E. coli* (86), we expect INRI-seq to be applicable to more distantly related organisms such as the Gram-positive model *Bacillus subtilis*.

The necessary shortening of the transcripts in the synthetic transcriptome has disadvantages as well. It may influence mRNA folding, which in turn can impact translational efficiency (9) by, for example, affecting start codon recognition or diverting ribosomes to alternative TISs. The shortened transcripts may also engage in aberrant interactions, which could lead to sequestration of ribosome binding sites. Further, the shortened ORFs present in our transcriptome will result in the translation of unphysiological, truncated proteins, which might influence translation in an unpredictable manner. Nevertheless, INRI-seq provides a rapid, flexible *in vitro* protocol to investigate a wide range of translation-related questions that cannot be easily addressed *in vivo*. We expect this method to be an attractive alternative to *in vivo* Ribo-seq, particularly when availability or delivery of a translation-modulating molecule such as an antisense oligonucleotide of interest is limiting.

## DATA AVAILABILITY

The sequencing data have been deposited in NCBI’s Gene Expression Omnibus (87) and are accessible through GEO Series accession number GSE190954 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190954). The custom code used to analyze the sequencing data can be found on GitHub (https://github.com/BarquistLab/oligopool_riboseq).

## Supplementary Material

gkac838_Supplemental_Files Click here for additional data file.

# Supplementary material for: INRI-seq enables global cell-free analysis of translation initiation and off-target effects of antisense inhibitors
**Source:** Nucleic Acids Res. 2022 Oct 14;50(22):e128. doi: 10.1093/nar/gkac838
**Supplement:** gkac838_Supplemental_Files

## **SUPPLEMENTARY FIGURES**

### **INRI-seq enables global cell-free analysis of translation initiation and off-target effects of antisense inhibitors**

Jens Hör, Jakob Jung, Svetlana Đurica-Mitić, Lars Barquist & Jörg Vogel

Figure S1

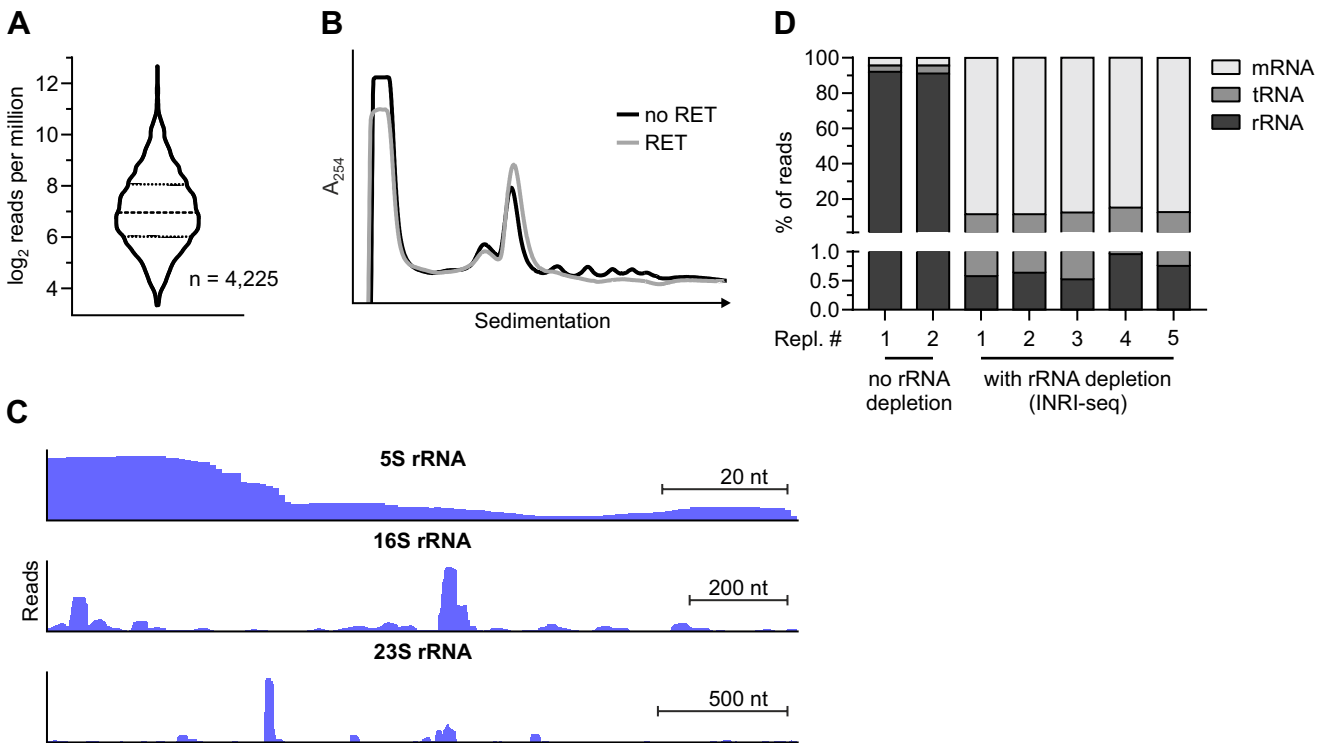

**Figure S1.** Quality control of INRI-seq.

(A) Violin plot showing the read distribution of all transcripts in the synthetic transcriptome with > 10 reads per million. The dashed line represents the median and the dotted lines represent the 25% and 75% percentiles.

(B) Sucrose gradient UV profiles of the sedimentation of *in vitro* translation reactions with or without addition of RET.

(C) Read distribution of rRNA genes without rRNA depletion.

(D) Comparison of the read distribution of RNA classes with and without rRNA depletion.

# Figure S2

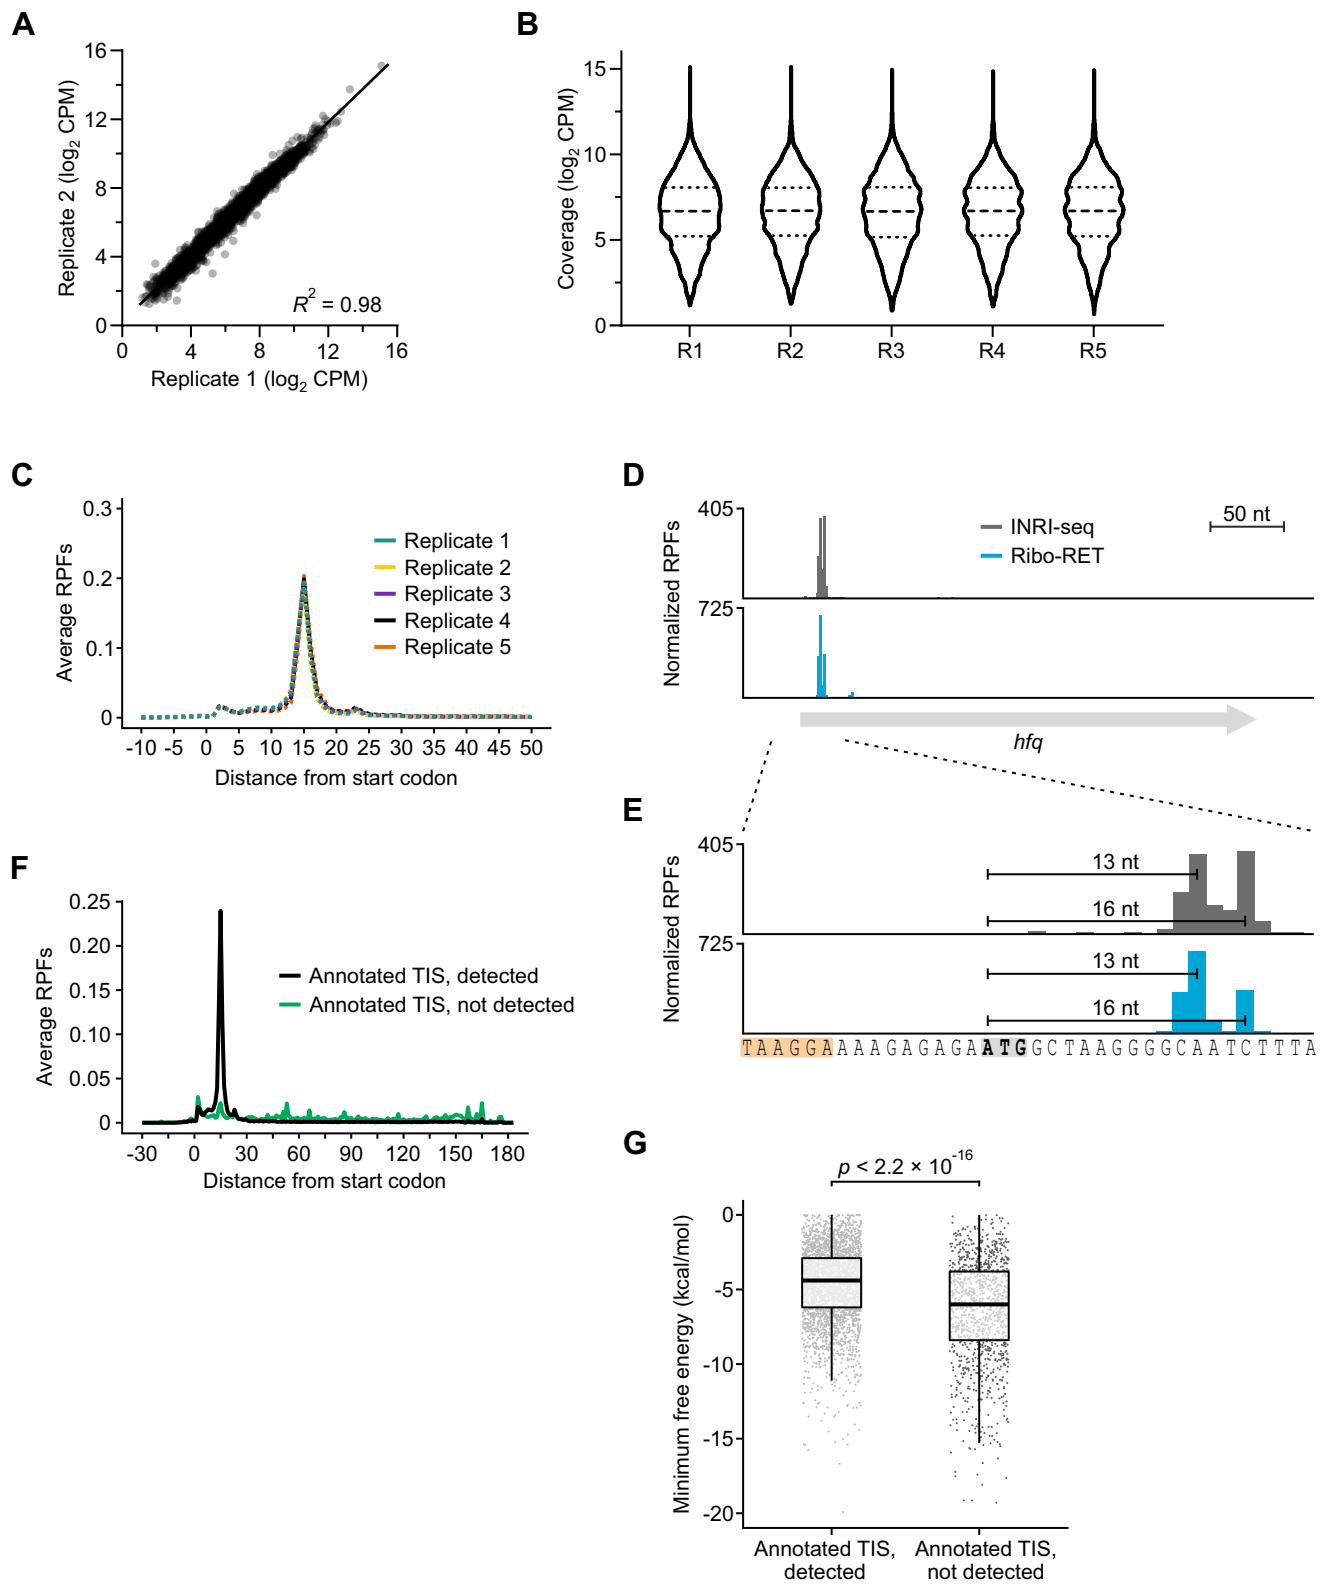

**Figure S2.** Reproducibility of INRI-seq.

(A) Scatter plot showing the correlation between two representative replicates.  $R^2$  represents the coefficient of determination.

(B) Violin plots showing the read coverage of the 4,149 transcripts detected in all five replicates (R1-R5). The dashed lines represent the medians and the dotted lines represent the 25% and 75% percentiles.

(C) The average distance of RPF peak density from annotated start codons is 15 nt for each of the replicates, and their RPF densities are congruent.

(D, E) RPF density at the TIS of *hfq*.

(F) The peak density of annotated TISs that INRI-Seq detected is 15 nt from the annotated start codon, while annotated TISs that were not detected have no clear density peak at 15 nt.

(G) Box-and-whisker plots of the minimum free energy (MFE) of predicted RNA folding around the TISs (-30 to +15 nt with respect to the start codon). The MFE of annotated TISs detected by INRI-seq is higher (median -4.4 kcal/mol) than for annotated TISs not detected by INRI-seq (median -6.0 kcal/mol). Boxes show 25<sup>th</sup> and 75<sup>th</sup> percentiles with the medians depicted as horizontal lines. Whiskers extend until 1.5 times the inter-quartile ranges. *p*-values were calculated using a Wilcoxon signed rank test.

Figure S3

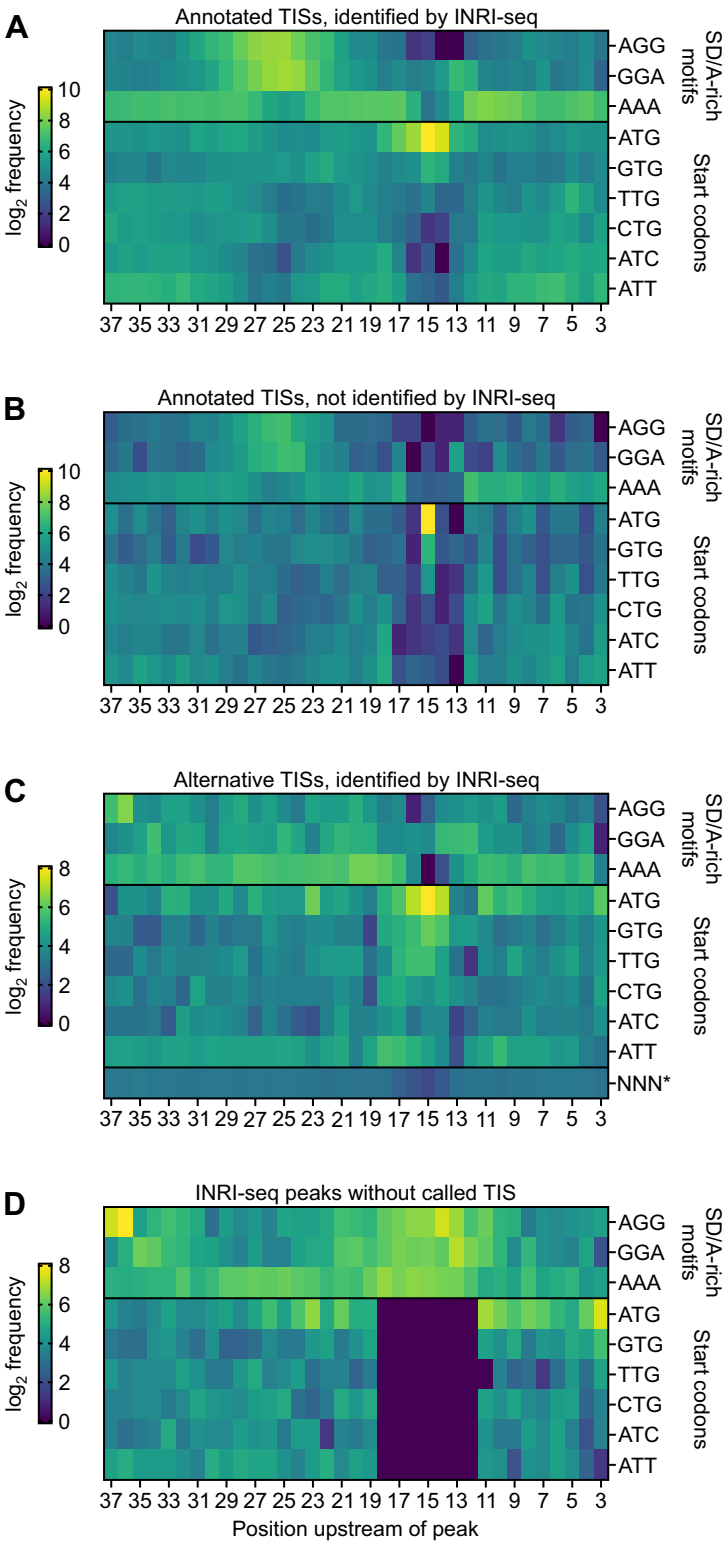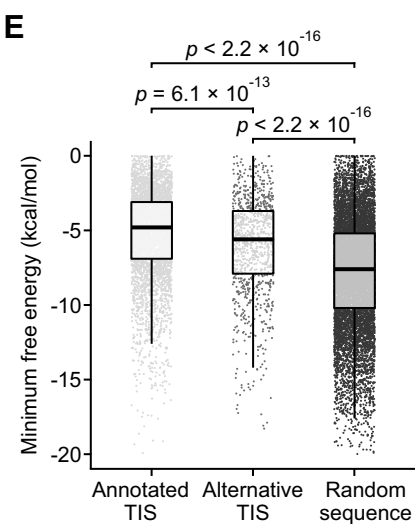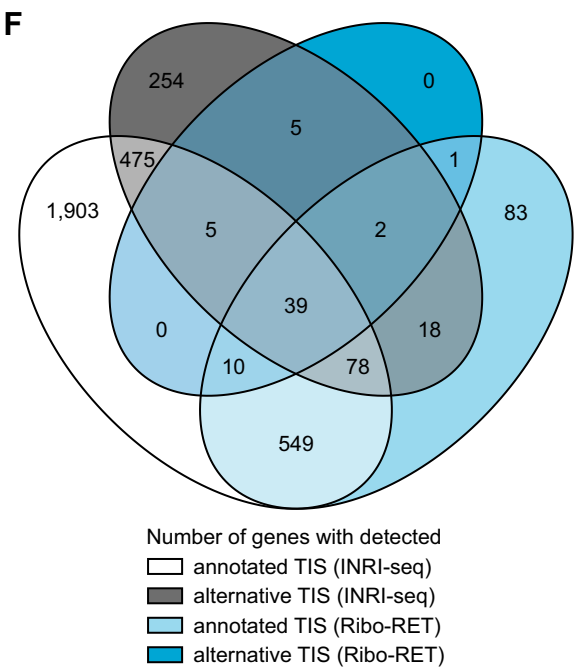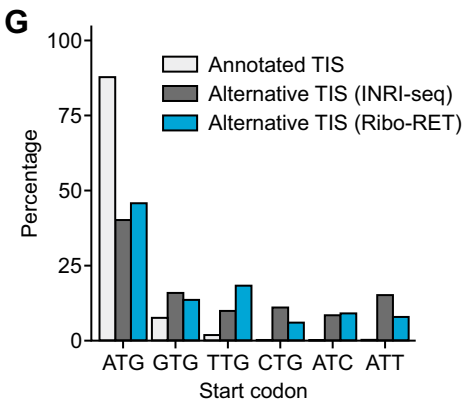

**Figure S3.** Analysis of putative new TISs identified by INRI-seq.

(A) Heatmap showing the frequency of SD/A-rich motifs and start codons in proximity to the peaks of annotated TISs detected by INRI-seq.

(B) Heatmap showing the frequency of SD/A-rich motifs and start codons in proximity to the peaks of annotated TISs not detected by INRI-seq.

(C) Heatmap showing the frequency of SD/A-rich motifs and start codons in proximity to the peaks of alternative TISs as identified by INRI-seq. Additionally, the average distribution of non-start codon trinucleotides (NNN\*) is shown. NNN\* excludes the trinucleotides NAT and TGN, where N is any nucleotide, since these trinucleotides would show strong enrichment around the ATG start codon.

(D) Heatmap showing the frequency of SD/A-rich motifs and start codons in proximity to the INRI-seq peaks without called TIS.

(E) Box-and-whisker plots of the minimum free energy (MFE) of predicted RNA folding around the TISs (-30 to +15 nt with respect to the start codon). The MFE of annotated TISs is slightly higher (median -4.8 kcal/mol) than for alternative TISs identified by INRI-seq (median -5.6 kcal/mol). Randomly generated sequences of the same length show much stronger folding (median -7.7 kcal/mol) than both the annotated and the alternative TISs identified by INRI-seq. Boxes show 25<sup>th</sup> and 75<sup>th</sup> percentiles with the medians depicted as horizontal lines. Whiskers extend until 1.5 times the inter-quartile ranges. *p*-values were calculated using a Wilcoxon signed rank test.

(F) Venn diagram showing the number of genes for which the annotated or an alternative TIS was detected by INRI-seq or Ribo-RET. For some genes, both the annotated and an alternative TIS were detected, resulting in an overlap between these datasets.

(G) Barplot showing the percentages of identified start codon types for annotated TISs as well as alternative TISs identified by INRI-Seq and Ribo-RET.

Figure S4

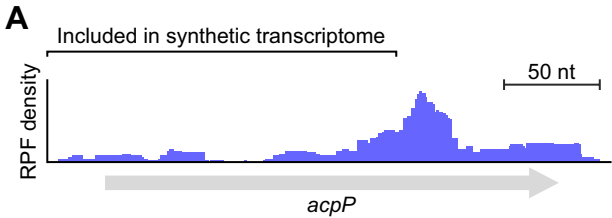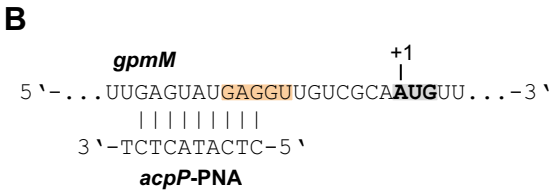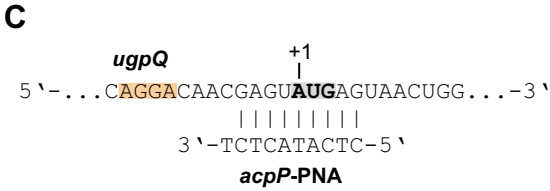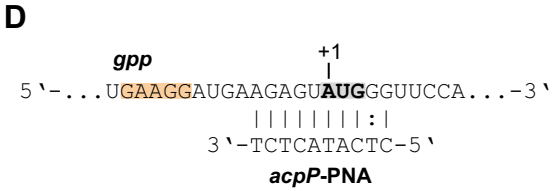

**Figure S4.** Evaluation of PNA off-targets.

(A) RPF distribution of *acpP* without addition of RET. The part of *acpP* included in the synthetic transcriptome is indicated.

(B-D) Regions of the *gpmM*, *ugpQ* and *gpp* transcripts targeted by *acpP*-PNA. Gray and bold, start codon. Orange, SD sequence.

Figure S5

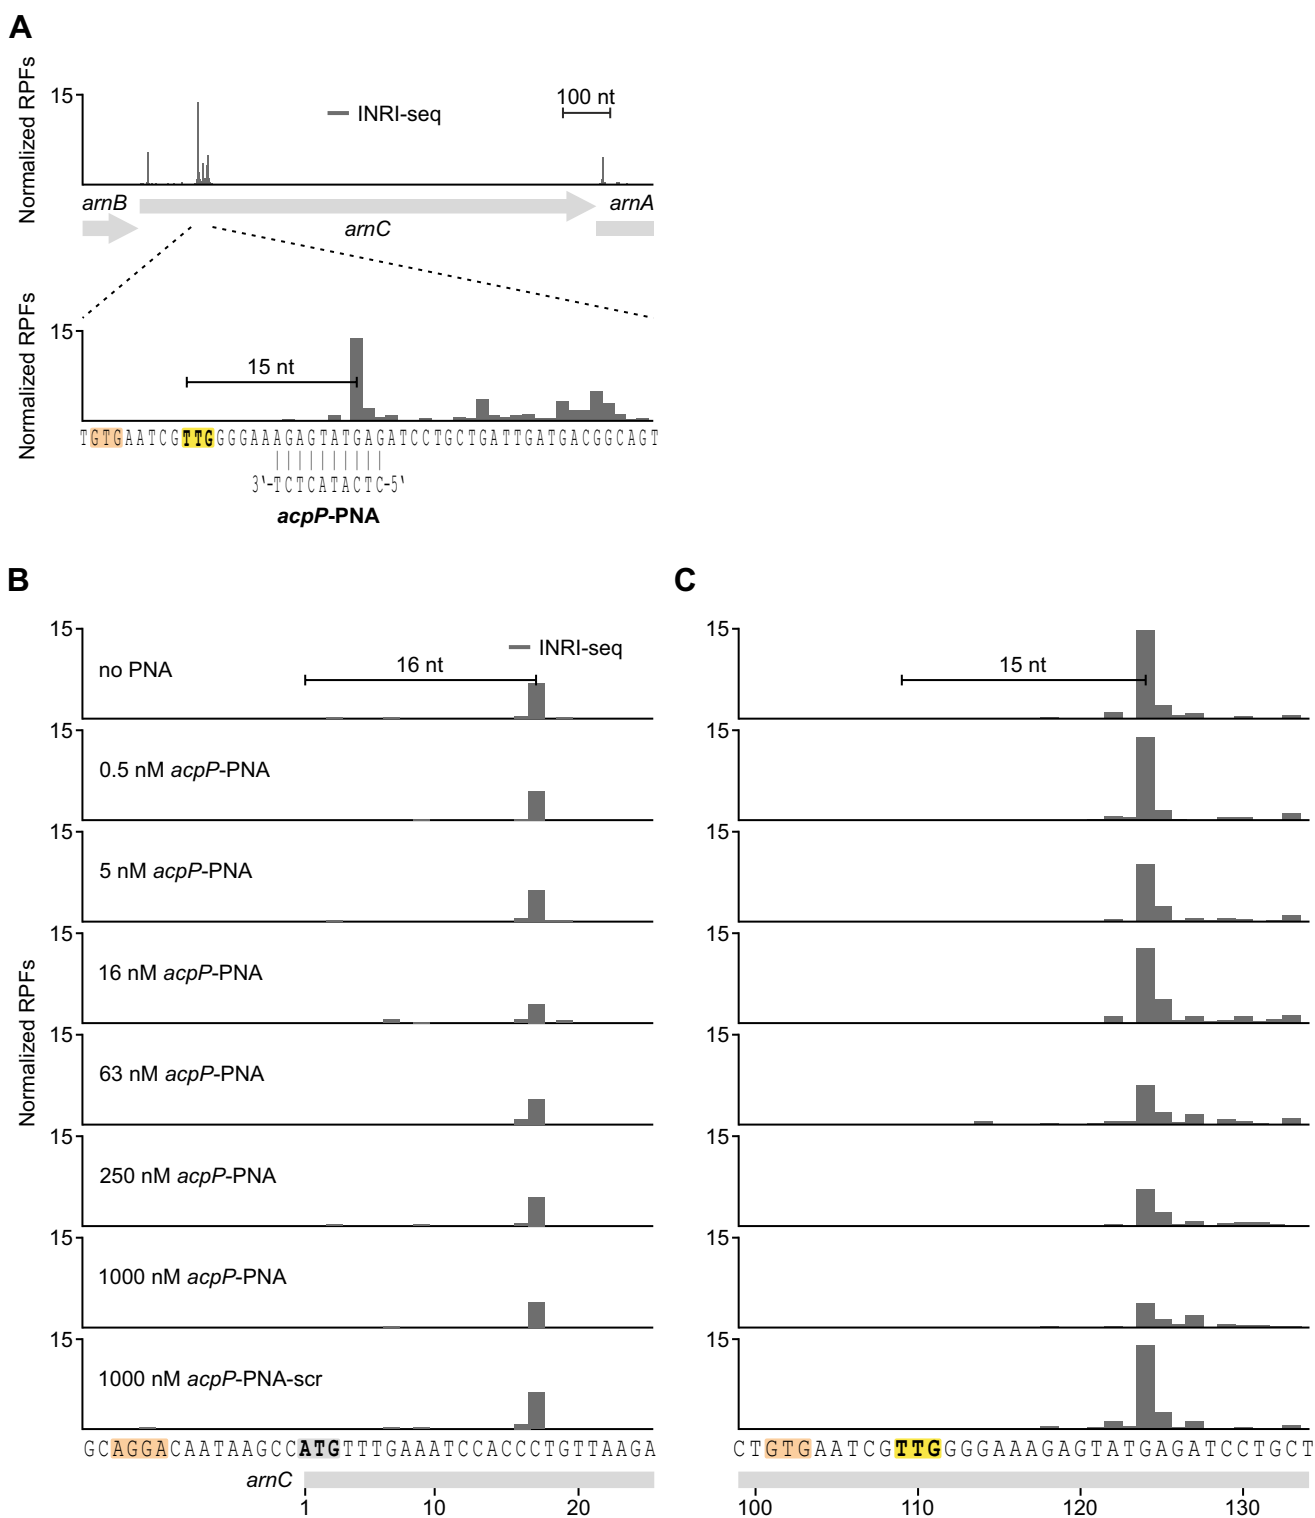

**Figure S5.** Effect of PNA addition on *arnC* translation.

(A) INRI-seq identifies an RPF peak within *arnC* belonging to an in-frame alternative start codon. The binding site of *acpP*-PNA is indicated.

(B) INRI-seq RPF distribution around the annotated *arnC* TIS.

(C) INRI-seq RPF distribution around the alternative in-frame start codon of *arnC*.

Gray and bold, start codon. Yellow and bold, alternative start codon. Orange, SD sequence.

Figure S6

A

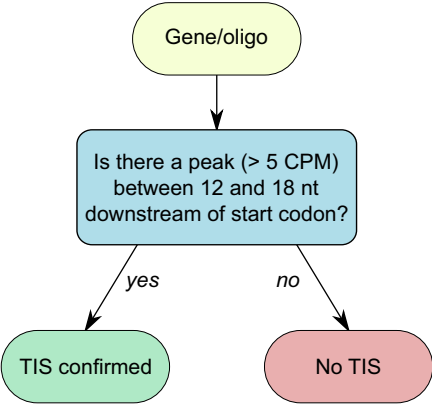

B

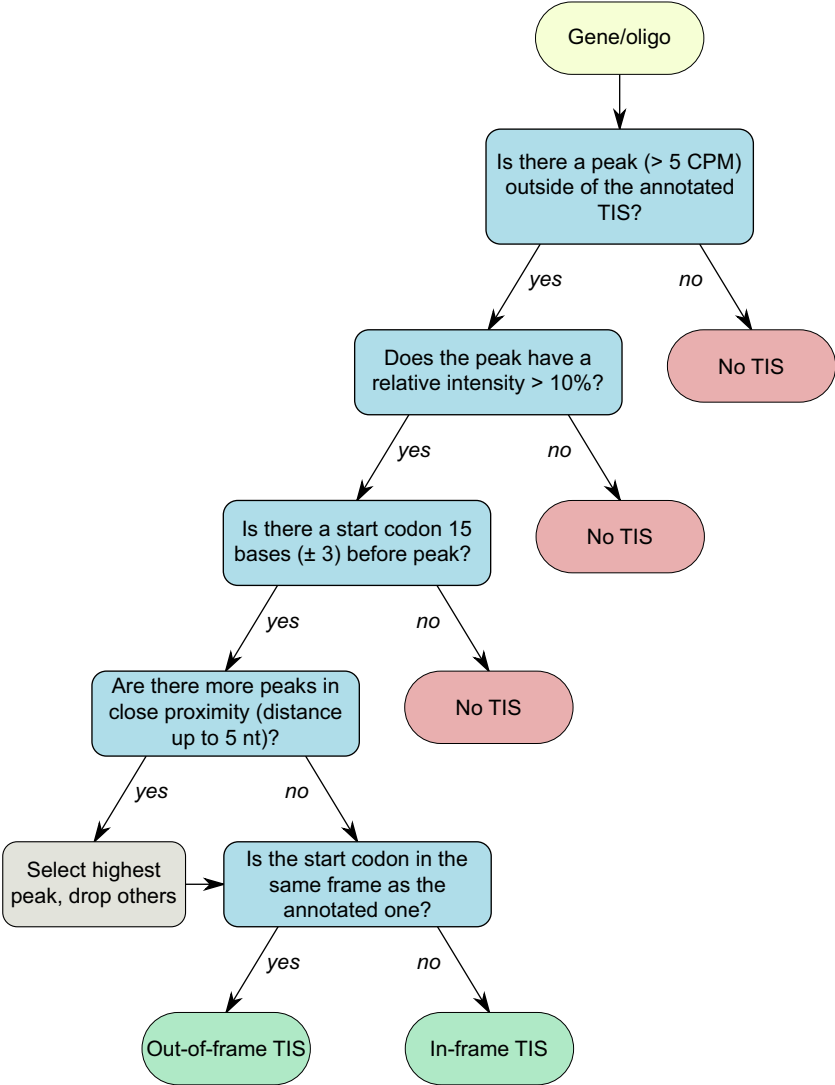

**Figure S6.** Overview of TIS analysis.

(A) Analysis of annotated TISs.

(B) Analysis of putative new TISs.

# Supplementary material for: INRI-seq enables global cell-free analysis of translation initiation and off-target effects of antisense inhibitors
**Source:** Nucleic Acids Res. 2022 Oct 14;50(22):e128. doi: 10.1093/nar/gkac838
**Supplement:** gkac838_Supplemental_Files

## **SUPPLEMENTARY TABLE LEGENDS**

### **INRI-seq enables global cell-free analysis of translation initiation and off-target effects of antisense inhibitors**

Jens Hör, Jakob Jung, Svetlana Đurica-Mitić, Lars Barquist & Jörg Vogel

**Table S1.** rRNA sequences targeted for depletion.

A total of 24 rRNA regions were found to be enriched in INRI-seq without rRNA depletion (Supplementary Figure S1C, D). The sequences belonging to these regions are shown in this table and were targeted for depletion using a CRISPR approach (see Methods).

**Table S2.** INRI-seq data for annotated TISs.

This table shows the RPF peak data of the five INRI-seq replicates (Repl.) for each annotated TIS of *E. coli* K-12 MG1655 (NC\_000913.3). For an annotated TIS to be considered identified, 2 of the 5 replicates were required to have RPF values > 5 (see Methods). For comparison, *in vivo* Ribo-RET data are shown (Meydan et al., Mol Cell, 2019). Start position represents the position of the first nucleotide of the gene within the *E. coli* genome. Strand represents whether the gene is encoded on the leading (1) or lagging strand (-1).

**Table S3.** INRI-seq data for non-annotated TISs.

This table shows the highest RPF peak among the five INRI-seq replicates for each putative new TIS and in how many of the five replicates the TIS was detected. For a putative new TIS to be considered identified, 2 of the 5 replicates were required to have RPF values > 5 (see Methods). For comparison, *in vivo* Ribo-RET data are shown (Meydan et al., Mol Cell, 2019). Start position represents the position of the first nucleotide of the putative new TIS within the *E. coli* genome. Start codon represents the type of start codon of the putative new TIS. nt from annotated start codon represents the distance of the first nucleotide of the putative new TIS from the first nucleotide of the annotated TIS. Frame represents whether the putative new TIS lies in frame or out of frame to the gene it was identified in; out-of-frame TISs without a stop codon within the ORF of the gene were labeled as undefined. Strand represents whether the gene is encoded on the leading (1) or lagging strand (-1).

**Table S4.** Transcript abundance within the synthetic transcriptome.

This table shows the transcript abundance for each gene within the synthetic transcriptome in counts per million (CPM).

**Table S5.** Targets of *acpP*-PNA and *acpP*-PNA-scr.

The first sheet of this table shows all targets of *acpP*-PNA with up to one mismatch. The second sheet shows all target genes, whose ribosome binding sites (RBS) can be bound

by *acpP*-PNA with up to one mismatch. The third sheet shows all targets of *acpP*-PNA with up to one mismatch.

**Table S6.** Oligo pool used for the synthetic transcriptome.

This table shows the single-stranded DNA oligonucleotides that were used to create a synthetic transcript for each annotated, protein-coding gene of *E. coli* K-12 MG1655 (NC\_000913.3) (see Methods).

**Table S7.** Oligonucleotides used in this study.

Sheet one shows the DNA oligonucleotides used in this study as well as their purposes. The second sheet shows the sequences of the used PNAs.

How the deposited data were processed for this re-analysis (not part of the article)

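The re-analysis used the deposited read counts of 26 INRI-seq libraries: 5 without PNA, 3 each with 0.5, 5, 16, 63, 250 and 1000 nM acpP-PNA and 3 with 1000 nM acpP-PNA-scr. The authors trimmed the reads, mapped them to the oligonucleotide pool, counted them per gene with featureCounts and deposited the raw counts without normalization. How reads that map to several oligonucleotides were handled is not stated. The count table holds 4319 genes and 4386 oligonucleotides of 242 nt, and 62 genes are covered by several oligonucleotides. Of the locus tags, 4312 were found in the ASM584v2 annotation, which gave strands and coordinates.

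Libraries held between 2377941 and 10190283 counts, with a median of 6199702. At the smallest depth, 10 reads correspond to 4.21 CPM, the threshold given by the authors. Between any 2 replicates, the squared difference, averaged over genes, was at least 5.80 times that of counting alone (chi-squared per degree of freedom), so that replicate variation set the precision more than depth. Libraries were grouped by the library names in the sample descriptions. For 6 of 26 libraries the sample title names the same condition, and for 20 it names another. Grouping by the titles was run as an alternative. The grouping of untreated libraries was checked against the peak heights of the 5 replicates in Supplementary Table S2, of which 1999 of 4386 entries were at hand, across 1280 genes.

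Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For the reported values, all 26 libraries entered an edgeR quasi-likelihood model with 1 mean per condition, TMM normalization and a filter of 4.21 CPM in at least 3 libraries, which kept 4149 genes. P-values were two-sided and adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p-value below 0.001 and an absolute log2 fold change above 1. Standard errors were computed from the log2 fold change and its quasi-likelihood F statistic. Each PNA condition was compared with the untreated libraries, 1000 nM acpP-PNA with 1000 nM acpP-PNA-scr, and each acpP-PNA concentration with the next lower one. For acpP and fabF, log2 CPM was also compared by exact permutation tests, two-sided, with adjustment over the 7 comparisons with untreated. Gene sets from Supplementary Table S5 were tested with limma's fry, adjusted over 5 sets, and with camera with estimated correlation. The genes named by rule are acpP, fabF, those the paper names in the PNA sections, those with a site in the translation initiation region in Supplementary Table S5, deoA, fabZ and insO with a full site elsewhere, and in each comparison up to 10 called genes with the largest change. Any other gene that is named, cspE and ybgP included, was chosen after its values were seen. Sites with 2 mismatches were searched in the oligonucleotide sequences at hand, 1550 of 4378 entries of Supplementary Table S6.

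Alternatives were RLE size factors, library size alone, no filter on low CPM, the CPM threshold met in all 26 libraries (3994 genes) or in any 1 library (4187 genes), a model of the 2 groups compared alone, untreated libraries of the same series of library numbers, a block for the library run, limma-voom, DESeq2, grouping by sample titles, an adjusted p-value under 0.05 without a fold limit, and each library left out in turn. They were set before the data were examined, apart from those for the named genes at 63 and 250 nM, for mpl and for sites with 2 mismatches, the sets without arnC or gpp, and pairs of untreated libraries of the other series, which were added afterwards. All splits of the libraries into groups of the same sizes were refitted, 56 for 3 against 5 libraries and 10 for 3 against 3.

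The procedure was tested on simulated data with 200 changed genes among 4149. The edgeR model recovered 199 of them with 0 false calls, limma-voom 200, DESeq2 199 and the model with the block 198, and an unchanged group gave 0 calls. In limma's fry test, a lowered set of 6 genes was found and an unchanged set of 10 genes was not. All simulated changes lay beyond the fold threshold for a call, and no difference between the series was simulated. The simulation therefore covers neither changes near or under that threshold nor false calls from a difference between the series.

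RPF positions, start codon peaks, reporter assays, western blots and RNA-seq of the transcript pool were not analysed here.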

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

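The tests on cusF, paaJ, pgpC, eutN and the 16 nM counts in this part were chosen only after the results were seen.

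Between the untreated libraries of the 2 series of library numbers, 87 of 4149 transcripts had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 38 of them higher and 49 lower in the higher series, and 0 were called. The paper states that the untreated libraries correlated well, and its text does not compare them by series. At 16 nM acpP-PNA, whose libraries belong to the higher series, 134 transcripts had an adjusted p-value under 0.05 against all 5 untreated libraries, in a range from 9 (without library 74) to 204 (without 86) when one library was left out, and 0 against the 2 of the same series, with 490 at an unadjusted p-value under 0.05. Against pairs of untreated libraries of the lower series, which were tried after seeing the data, the number was between 51 and 695. The pair of libraries 1 and 13 called 4 transcripts at 16 nM (sucA, torA, rbsC and metE), and the other pairs called 0, with 1027 and 812 at an unadjusted p-value under 0.05. When the same 8 libraries were split by series, 502 transcripts had an adjusted p-value under 0.05. These values go with a difference between the series as a source of the 134 transcripts. Such a difference would also act on the other groups of the higher series. Against the same 5 untreated libraries, these had 91 (63 nM), 31 (250 nM), 35 (1000 nM) and 1 (acpP-PNA-scr) transcripts with an adjusted p-value under 0.05. How many of the 134 come from the series therefore stays open. What differed between the series is not known, and no biological explanation was tested, since the design gives none for untreated libraries.

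With acpP-PNA, 4 transcripts outside those named in the paper's text or labelled in its Fig. 5C had an adjusted p-value under 0.001 (edgeR) without reaching the fold threshold, and their values had been seen before they were named. At 1000 nM acpP-PNA, the log2 fold change was −0.54 for cusF (279 ± 12.8 CPM against 406 ± 40.2; adjusted p = 7.8e-04), 0.60 for paaJ (66.6 ± 4.56 against 44 ± 2.1; adjusted p = 6.8e-04) and 0.69 for pgpC (165 ± 6.81 against 102 ± 10.5; adjusted p = 2.5e-04). All 3 libraries lay on the same side of all untreated ones for each. None of the 3 kept an adjusted p-value below 0.001 against the 2 same-series untreated libraries. Within the higher series, each of the 3 was compared with its 2 untreated libraries and with acpP-PNA-scr, and all 3 had an adjusted p-value under 0.05 in 1 of the 2 comparisons and above it in the other. Against the untreated libraries, edgeR gave −0.40 for cusF (adjusted p = 0.1), 0.63 for paaJ (adjusted p = 0.02) and 0.55 for pgpC (adjusted p = 0.067). Against acpP-PNA-scr, it gave −0.49 (adjusted p = 0.015), 0.36 (adjusted p = 0.5) and 0.63 (adjusted p = 0.0068). The direction was the same in all 6 comparisons, with unadjusted p-values of 0.003 or less. These values argue against a difference between the series as the whole source of the 3 changes, though the genes were picked on the same 1000 nM libraries and a part of each change from the series stays open. At 16, 63 and 250 nM, the log2 fold changes against all 5 untreated libraries were −0.35, −0.22 and −0.35 for cusF. They were 0.50, 0.33 and 0.37 for paaJ and 0.28, 0.26 and 0.47 for pgpC. For each of the 3, the change was smaller at 63 than at 16 nM and largest at 1000 nM. A trend with concentration was not tested. A direct or indirect effect of acpP-PNA stays open and was not tested further.

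At 250 nM acpP-PNA, eutN had a log2 fold change of 0.85 (14.9 ± 1.59 CPM against 8.38 ± 1.36; edgeR adjusted p = 9.4e-04). Against the same-series untreated libraries it was 0.70, with an unadjusted p-value of 3.0e-04 and an adjusted one of 0.15. It was also raised with acpP-PNA-scr, by 0.55, and between the untreated series by 0.26. With 2 untreated libraries in the series, a difference between the series and an effect shared by both PNAs cannot be told apart for eutN.

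In the untreated libraries, fabZ and insO each had 1 library far from the other 4. For fabZ, the library numbered 7 had 121 CPM and the others 91.3 to 99.0, so that its gap was 0.741 of the whole range. For insO, the library numbered 79 had 40.9 CPM and the others 33.1 to 33.6, a gap of 0.937 of the range. Of 24 groups of values examined, 2 exceeded the limit, while about 1 in 20 is reached by chance. The insO gene is covered by 3 oligonucleotides, and how reads shared between them were counted is not stated. Neither a technical nor a biological explanation was tested for these 2 libraries.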

How the results depend on the processing

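No test in this part was chosen after the result was seen, apart from the alternatives named as added. With RLE size factors, no filter, the CPM threshold in all 26 or in any 1 library, or DESeq2, each of the 24 main results and 17 values of single genes computed kept its direction, and each gene its side of the thresholds for a call against untreated. DESeq2 and the 2 groups alone called 5 rather than 4 transcripts between the PNAs, with ugpQ added, and acpP from 16 to 63 nM, and DESeq2 put ugpQ at 250 nM under 0.05 (adjusted p = 0.022) and yqjF at 63 nM under 0.001 (2.2e-05). With same-series untreated libraries the calls were kept too, but the lowest value of fabF went from 0.04 to −0.02, within its SD. The edgeR adjusted p-values rose past 0.05 for acpP at 16 nM (0.18), upp at 1000 nM (0.31), yqjF at 63 nM (0.22), yodC at 250 nM (0.35) and mpl with acpP-PNA-scr (0.15). For yodC at 1000 nM, it rose past 0.001 (0.0072). Other read minimums gave 3774 to 4217 detected transcripts in place of 4262. Other values entering the replicate correlation and the median in place of the mean for the mismatch groups moved no result beyond its spread or threshold.

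The direction or side of the threshold changed as follows, and the cause was not tested unless given. With only the 2 groups compared, fewer libraries entered the model, and 0 transcripts were called at 63 nM acpP-PNA (670 at an unadjusted p-value under 0.05), where acpP had −2.26 with an edgeR adjusted p-value of 0.0016. With an adjusted p-value under 0.05 and no fold limit, a wider threshold by construction, 134, 91, 31 and 35 transcripts passed at 16, 63, 250 and 1000 nM and 1 with acpP-PNA-scr. The last number was 32 with DESeq2, 376 under the sample titles, 0 with same-series untreated libraries or the 2 groups alone (335 and 443 at an unadjusted p-value under 0.05), and from 1 to 27 with one library left out (27 without 85, 8 without 79, 3 without 13, 2 without 1). The step of acpP from 63 to 250 nM lost its adjusted p-value under 0.05 with library size only (−0.59) and limma-voom (−0.56). In camera with estimated correlation, the set of sites elsewhere had an adjusted p-value of 0.30. Without gpmM, ugpQ and yqjF, terminal and internal mismatches differed by −0.23, a drop that leaving out the lowest values of one side brings about. Beyond these, 3 single genes' values became weaker, 1 with library size only and 2 with only the 2 groups compared. The call of ugpQ at 1000 nM was lost under both settings, and that of arnC at 250 nM with only the 2 groups compared.

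Grouping by sample titles, which mixes the conditions of the library names, gave 0 calls at 63, 250 and 1000 nM and 0 for acpP-PNA against acpP-PNA-scr (1163, 1091, 1084 and 142 at an unadjusted p-value under 0.05). Under the titles, acpP had −0.19 at 63 nM, −1.04 at 250 nM and −0.19 at 1000 nM, and the steps were 0.89 from 16 to 63 nM, −0.85 from 63 to 250 nM and 0.84 from 250 to 1000 nM. The highest value of fabF was 0.10 and the difference between terminal and internal mismatches 0.0059. Reversed at 1000 nM were gpmM (0.30), ugpQ (0.28), gpp (0.0388) and araH (0.10), and at 63 nM gpmM (0.18) and ugpQ (0.34). For acpP, the values per library show the mixing: the title of 1000 nM covers libraries 85, 86 and 87, untreated, 16 and 63 nM by name, with 889, 415 and 170 CPM. The other transcripts were not followed by library.

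Across the fits that each left out one library, 217 of 226 main results and 131 of 136 values of single genes kept their side of the thresholds or stayed within the SD between replicates. Calls at 16 nM ranged from 0 to 2, with 2 without the replicate numbered 86. For acpP with acpP-PNA-scr the log2 fold change ranged from −0.25 to 0.0086, the latter without untreated library 7. For the steps of acpP, these fits adjusted only over the steps that include the dose of the library left out, and not over all 5. The step from 0.5 to 5 nM ranged from −0.66 to −0.33 (under a p-value of 0.05 from edgeR without library 2 or 3). From 63 to 250 nM it ranged from −0.75 to −0.46 (above 0.05 without 76, 81, 87 or 88). From 250 to 1000 nM it ranged from −0.89 to −0.59 (above 0.05 without 77). The 5 values of single genes that became weaker are ugpQ at 1000 nM and arnC at 250 nM, given with these genes.

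A library run here is a group of neighbouring library numbers, inferred from the library names, as no label gives a run. Of 49 pairs from the same run, 27 had deviations from the group means with r above 0.1 (median 0.108, from −0.407 to 0.586). In 98 other pairs the median was −0.062. Deviations within a group cancel out, which pushes the other pairs to the opposite sign, so they are no independent baseline. With the replicate block for the run, acpP at 0.5 nM was 0.0327, reversed, and its step from 5 to 16 nM −0.72 (edgeR adjusted p = 0.045). The block changed no call of a transcript. With it, edgeR adjusted p-values were above 0.05 for acpP at 16 nM (0.13), upp at 1000 nM (0.22), yqjF at 63 nM (0.16) and mpl (0.13) and above 0.001 for yodC at 1000 nM (0.0067), and the lowest fabF value was −0.03.

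Of the alternatives added after seeing the data, the set of sites elsewhere without arnC had an adjusted p-value of 0.72 in limma's camera, and the internal set without gpp exceeded 0.05 there. The smallest change of fabF that could be detected was not computed. With 3 libraries per dose and a pooled SD of 0.20 in log2 CPM, its 0.34 at 16 nM had an edgeR adjusted p-value of 0.13. Small changes of fabF therefore stay open. At the lowest depth, 2377941 counts in a 250 nM library, transcripts of few CPM are the least precise.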

Differences from the paper's values

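No test in this part was chosen after the result was seen, apart from the alternatives named as chosen after seeing the values. At 63 nM acpP-PNA, the paper's Fig. 5C shows about 2 transcripts past its thresholds, read by eye, where 1 was called here. None of the alternatives set before the data were examined gave 2, and arnC, the other transcript in the figure, was called at 63 nM under none of them. Pairs of untreated libraries of the lower series, chosen after seeing the values, gave 2 calls (acpP and nrdA, libraries 1 and 7), 3 calls (acpP, sucA and yqjF, libraries 1 and 13) and 1 call (acpP, libraries 7 and 13).

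Transcripts with an adjusted p-value under 0.05 were fewer in Fig. 5C. At 16 nM the paper's figure shows about 1, read by eye, and 134 were found here. The same-series untreated libraries, the replicate block and the 2 groups alone removed the excess and gave 0, 1 fewer than the reading (490, 540 and 678 with an unadjusted p-value under 0.05), so that acpP, which the figure shows, was not among them. Counts were compared by their ratio, and by ratio none of the alternatives set before the data were examined closed the gap. At 63 nM it shows about 2 in Fig. 5C, read by eye, against 91 here, and same-series untreated libraries (3), the replicate block (3) and the fit without replicate 75 (3) closed the gap, while the other alternatives did not. At 250 nM it shows about 5 in Fig. 5C, read by eye, against 31 here. The gap was closed by the 2 groups alone (6), same-series untreated libraries (4), the replicate block (4) and the fits without replicate 82 or 88 (7 each), and not by the others set before the data were examined. The pair of untreated libraries 7 and 13, chosen after seeing the values, gave 7 as well.

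For arnC, log2 fold changes in Fig. 5C, read by eye, were about −1.1 at 63 nM, about −1.3 at 250 nM and about −1.7 at 1000 nM, against −0.88, −1.07 and −1.52 here. At 63 and 250 nM the alternatives were chosen after seeing the values, and those that closed the gap were same-series untreated libraries (−0.96 and −1.14), the replicate block (−0.96 and −1.14), the fit without replicate 81 at 63 nM (−1.0) and the fit without replicate 82 at 250 nM (−1.20). The others did not. At 1000 nM, same-series untreated libraries (−1.6) and the replicate block (−1.6) closed it, and none of the other alternatives set before the data were examined did.

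For gpp at 1000 nM, Fig. 5C shows about −1.0, read by eye, against −0.90 here. The value here, −0.9012, lies at the limit of the SD between replicates around the reading, so that shifts in the third decimal decide and a reading by eye cannot separate the alternatives. By that limit, RLE size factors (−0.9063), no filter (−0.9021), the CPM threshold in any 1 library (−0.9054), the 2 groups alone (−0.9052), limma-voom (−0.9022), DESeq2 (−0.9071) and 4 fits that left out one library (to −0.97 without library 83) closed the gap. Library size only (−0.86), the CPM threshold in all 26 libraries (−0.9002), same-series untreated libraries (−0.88), the replicate block (−0.87), sample titles (0.04) and the other 4 fits that left out one library did not.

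The internal mismatch of mukF lies opposite PNA position 9, outside the range of positions the paper gives.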

Other observations

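The tests on mpl and on the component shared by many transcripts were chosen only after the results were seen.

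Other splits of the libraries tested the numbers of calls. At 63, 250 and 1000 nM acpP-PNA, 1 of the 56 splits of 8 libraries into 3 and 5, the real one, gave as many calls as observed (1, 4 and 5). At 0.5, 5 and 16 nM and with acpP-PNA-scr, where 0 transcripts were called, all 56 of 56 splits gave as many, which a count of 0 makes certain and which therefore tests nothing, with 44, 63, 890 and 514 transcripts at an unadjusted p-value under 0.05. At 0.5 nM, a split other than the real one, with libraries 1, 3 and 13 as the group of 3, gave 4 calls. In it, 1134 transcripts had an adjusted p-value under 0.05 (edgeR). At 16 nM, the split with libraries 7, 79 and 85 as the group of 3 gave 1 call. For acpP-PNA against acpP-PNA-scr, with 4 calls, 1 of 10 splits, the real one, gave as many, the smallest share that 3 against 3 libraries allow. The split by series gave 0 calls, and 456, 375, 340 and 303 transcripts with an adjusted p-value under 0.05 (edgeR) for 63, 250 and 1000 nM and acpP-PNA-scr. Within the series, 3, 4, 9 and 0 transcripts had one in the real comparison.

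With acpP-PNA-scr, mpl was raised against untreated libraries. Directly between the PNAs at 1000 nM, all 6 libraries being of the higher series, mpl was lower with acpP-PNA by −0.506 in log2 (standard error 0.11, edgeR adjusted p = 0.02). This argues against a difference between the series as the whole source of the change. However, mpl stood out in the same acpP-PNA-scr libraries that enter this comparison, so a chance rise in them stays open too. Against same-series untreated libraries, acpP-PNA at 1000 nM left mpl at 0.01. An effect of the scrambled PNA on mpl stays open.

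In the 11 libraries without PNA, with 0.5 nM acpP-PNA or with acpP-PNA-scr, acpP spread over a 2.25-fold range. In principal components computed without acpP, 3 libraries, numbered 1, 3 and 13 and all of the lower series, lay apart and had 433 to 513 CPM of acpP, and the other 8 had 618 to 975. Over these 8, acpP correlated with component 1 (33.67% of the variance; Pearson r = 0.867, exact permutation p = 0.0067, adjusted p = 0.02 over 3 components; Spearman rho = 0.929, exact permutation p = 0.0022, adjusted p = 0.0067). Without the 2 libraries farthest from the median, r was 0.789 over 6 libraries (exact permutation p = 0.053). Components 2 and 3 had r = 0.597 and −0.025. The 8 hold 3 libraries of the lower and 5 of the higher series, too few for a value within each. These values are consistent with a variation of acpP shared with many transcripts.

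The paper proposes that traces of abundant RNAs come with the translation kit. If acpP in these 11 libraries varied with such RNA, ribosomal protein genes, abundant in cells, could vary with it. Their median r with acpP was 0.358 over 54 genes, of which 38 were positive, and it lay at percentile 99.9 of 10000 random lists matched on mean expression (median −0.044, 95% from −0.320 to 0.230). This is consistent with that explanation, though genes are not independent and a component shared by many transcripts gives the same pattern. Both stay open.

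The number of transcripts passing 4.21 CPM in at least 3 of 26 libraries, 4149, equals the number the paper states as detected in all replicates.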
